# Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis

**DOI:** 10.1186/gb-2014-15-3-r52

**Published:** 2014-03-21

**Authors:** Hai Wu, Troy W Whitfield, Jonathan A R Gordon, Jason R Dobson, Phillip W L Tai, Andre J van Wijnen, Janet L Stein, Gary S Stein, Jane B Lian

## Abstract

**Background:**

Osteogenesis is a highly regulated developmental process and continues during the turnover and repair of mature bone. Runx2, the master regulator of osteoblastogenesis, directs a transcriptional program essential for bone formation through genetic and epigenetic mechanisms. While individual Runx2 gene targets have been identified, further insights into the broad spectrum of Runx2 functions required for osteogenesis are needed.

**Results:**

By performing genome-wide characterization of Runx2 binding at the three major stages of osteoblast differentiation - proliferation, matrix deposition and mineralization - we identify Runx2-dependent regulatory networks driving bone formation. Using chromatin immunoprecipitation followed by high-throughput sequencing over the course of these stages, we identify approximately 80,000 significantly enriched regions of Runx2 binding throughout the mouse genome. These binding events exhibit distinct patterns during osteogenesis, and are associated with proximal promoters and also non-promoter regions: upstream, introns, exons, transcription termination site regions, and intergenic regions. These peaks were partitioned into clusters that are associated with genes in complex biological processes that support bone formation. Using Affymetrix expression profiling of differentiating osteoblasts depleted of Runx2, we identify novel Runx2 targets including Ezh2, a critical epigenetic regulator; Crabp2, a retinoic acid signaling component; Adamts4 and Tnfrsf19, two remodelers of the extracellular matrix. We demonstrate by luciferase assays that these novel biological targets are regulated by Runx2 occupancy at non-promoter regions.

**Conclusions:**

Our data establish that Runx2 interactions with chromatin across the genome reveal novel genes, pathways and transcriptional mechanisms that contribute to the regulation of osteoblastogenesis.

## Background

The development of bone tissue, new bone formation in the adult, mineral homeostasis and maintenance of bone mass are mediated by cells of the osteoblast lineage. These bone forming cells progress through a highly regulated differentiation program, with each subpopulation of cells acquiring stage-specific phenotypes that are characterized by distinct profiles of expressed genes [1]. Osteoblast commitment and differentiation are dependent on the appropriate expression of Runx2 (Runt-related transcription factor 2), the master regulator of bone formation [1-3]. Ablation of Runx2 in mice results in the absence of a mineralized skeleton, and disruption of Runx2 function causes bone defects in the human disorder cleidocranial dysplasia [4,5]. Runx2 controls a complex gene-regulatory network during osteoblastogenesis [5,6]. It upregulates a variety of osteoblast lineage-specific genes, including *Osx* (osterix), *Ocn* (osteocalcin), and *Bsp* (bone sialoprotein), and represses the expression of non-osteoblast genes such as *PPAR-γ* (peroxisome proliferator-activated receptor gamma) and *MyoD* (myogenic differentiation), which are required for adipogenic and myogenic commitment, respectively [7-9]. Studies have demonstrated that Runx2 controls gene expression by interacting with multiple classes of co-regulatory factors [1,3,10]. In addition to the traditional transcriptional mechanisms, several epigenetic mechanisms have been identified for Runx2-mediated gene expression. For example, Runx2 is retained on mitotic chromosomes as an epigenetic bookmarking factor to maintain cellular identity after cell division [11]. A significant body of evidence substantiates the contribution of Runx2 towards the epigenetic regulation of gene expression during osteoblast differentiation, through interactions with histone deacetylases [12], histone acetyltransferases [13], and SWI/SNF complex components [14].

Runx2 has been shown to activate or repress gene expression through binding to *cis*-regulatory DNA elements, the Runx motif (TGTGGT) located in or near gene promoter regions [15]. Genome-wide binding profiles of the transcriptional factor CTCF and lineage-specific transcription factors, such as PPAR-γ, MyoD, and GATA3 (GATA binding protein 3), via ChIP-Seq (chromatin immunoprecipitation followed by high-throughput sequencing) have helped to delineate *cis*-regulatory networks that are critical for cell lineage control in adipocytes, myocytes and T cells, respectively [16-19]. These studies have highlighted the regulatory importance of long-range interactions and binding of phenotypic transcription factors to non-promoter genomic elements. These findings have greatly expanded existing paradigms of transcriptional regulation. In contrast, the entire scope of Runx2 binding elements remains largely unknown, hindering a comprehensive understanding of the *cis*-regulatory network through which Runx2 regulates the transcription program for bone formation.

Hence, we have characterized the genome-wide occupancy of Runx2 by ChIP-Seq in MC3T3-E1 preosteoblasts, a well-studied *in vitro* model for osteoblastogenesis [20]. Runx2 occupancy was determined at three hallmark stages of osteoblast differentiation: proliferation, matrix deposition, and mineralization. Analyses of these data demonstrated that Runx2 occupancy on genes is differentiation stage-dependent in both binding intensities and binding regions, indicating a shift in the regulatory mechanisms required for the entire program of osteoblastogenesis. By coupling genome-wide Runx2 binding with gene expression profiling, we have identified new Runx2 targets that were validated for functional activities of Runx2 binding in both promoter and non-promoter regions. Our study of Runx2 genome-wide occupancy establishes a foundation for future investigation of the Runx2-controlled regulatory network during bone formation and homeostasis.

## Results

### Runx2 dynamically occupies a wide range of genomic loci during osteoblastogenesis

Runx2 is a known master activator of bone formation, but thus far only a small number of osteoblast-specific target genes have been characterized [2,5,6]. To identify genome-wide occupancy of Runx2 in osteoblast lineage cells, we performed ChIP-Seq using a Runx2-specific antibody at stages during the *in vitro* differentiation of MC3T3-E1 preosteoblasts (Figure 1). This *in vitro* cell model recapitulates *in vivo* osteoblast differentiation and therefore was used for ChIP-Seq studies [21]. Alkaline phosphatase activity, an early osteoblast marker, increased as cells proceeded from proliferation (day 0) to matrix deposition (days 9 and 21) and decreased upon mineralization (day 28), visualized by Von Kossa staining (Figure 1A). Runx2 mRNA and protein levels significantly increased during the initial stage of differentiation. While the mRNA levels reached steady state, Runx2 protein levels declined during late mineralization (Figure 1B). Osteoblast phenotypic markers, including the transcription factor Osx/Sp7 (osterix/Sp7 transcription factor), a marker of committed osteoprogenitors, the extracellular matrix protein Col1a1 (collagen type I alpha 1), and the specialized mineral binding proteins Bsp/Ibsp (bone sialoprotein/integrin-binding sialoprotein) and Ocn/Bglap2 (osteocalcin/bone gamma-carboxyglutamate (gla) protein 2), displayed expression patterns consistent with the progression of osteoblastogenesis [2] (Figure 1C).

**Figure 1:**
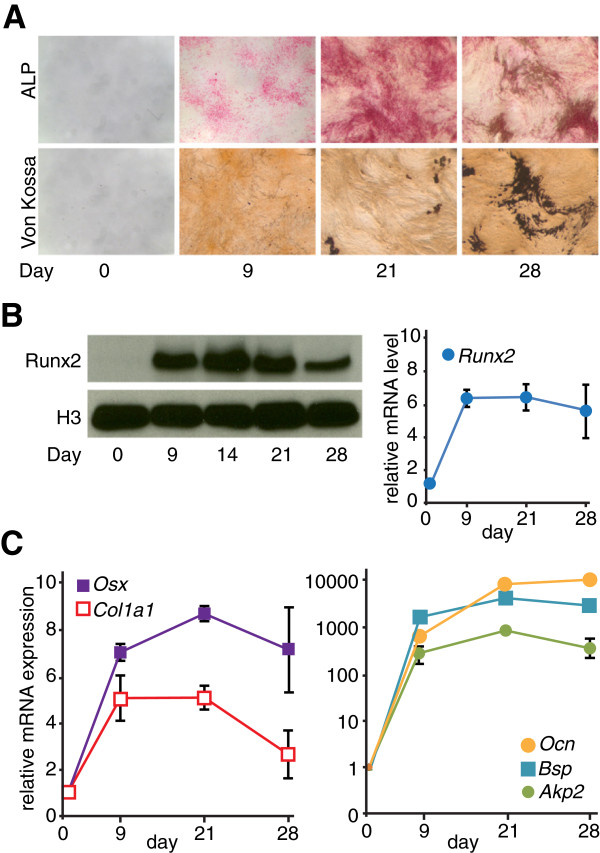
**The differentiation stages of murine MC3T3-E1 preosteoblasts used for profiling studies. (A)** Staining for alkaline phosphatase (ALP) activity (upper panel) and mineralization (Von Kossa, lower panel) in MC3T3-E1 cells during three stages of differentiation: proliferation (day 0), matrix deposition (days 9 to 21), and mineralization (day 28). **(B)** Protein (left panel) and mRNA levels (right panel) of *Runx2* during osteoblastic differentiation of MC3T3-E1 cells. Histone H3 (H3) was used as loading control for western blotting. **(C)** Expression profile of osteoblast-related markers *Osx/Sp7*, *Col1a1* (left panel), *Akp2/Alpl* (alkaline phosphatase liver/bone/kidney), *Bsp/Ibsp*, and *Ocn/Bglap2* (right panel) in MC3T3-E1 cells during differentiation. Relative mRNA levels (versus day 0) were determined by quantitative RT-PCR (reverse transcription PCR), normalized by *Hprt1* mRNA levels and plotted as mean values ± SEM (standard error of mean) from three independent biological replicates. The expression levels of the genes in **(B,C)** at days 9, 21, and 28 were significantly upregulated when compared to those at day 0 (*P* < 0.05, *t*-test).

We next isolated and sequenced DNA from chromatin bound by Runx2. Sequence reads from Runx2 ChIPs and input controls were mapped to the mouse genome. Statistically significant enrichments of Runx2 were identified by MACS (Model-Based Analysis of ChIP-Seq) [22] (Additional file 1). 

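Chromatin of MC3T3-E1 cells, a mouse preosteoblast line, was immunoprecipitated with a Runx2 antibody at day 0 (proliferation), day 9 (matrix deposition) and day 28 (mineralization) of differentiation. At each time point 2 biological replicate libraries were sequenced as single-end reads of 36 bases from fragments of 200 ± 50 bp. The paper's Table S3 gives 77753556 raw reads for the pooled libraries of day 0, 33414085 for day 9 and 28418309 for day 28. The authors mapped the reads to mouse genome assembly mm9 with Bowtie (version 0.12.8), pooled the replicates of each time point, called peaks with MACS (version 1.4.1) at default settings against pooled input DNA from 2 libraries of day 9 cells, and retained peaks that passed a p-value of 1e-10. They deposited 1 list of peaks per time point, with the start, end and score of each retained peak. The score is the authors' value, 10 times the negative log10 of the MACS p-value, and its lowest value was 100 in each of the 3 lists. A score of 3100 was shared by 192 peaks at day 0, 2699 at day 9 and 1468 at day 28, which therefore have no order among themselves. Another 19, 211 and 162 peaks, respectively, scored above 3100, up to 3233.06 in each list. The lists do not show why so many peaks share 3100. Whether those peaks are weaker than the ones scored above them is therefore uncertain, as are percentiles near the top of a list. Scores depend on read depth, so peaks were ranked by percentile within their own list and never by score across time points. Because the replicates were pooled before peaks were called, each time point has a single list, differences between time points have no replicate error, and no p-value was computed between time points. Intervals given for a share of peaks are exact binomial (Clopper-Pearson) 95% intervals and cover counting error only. Positions refer to mm9 (NCBIM37) and are counted from 1.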

RefSeq annotations [23] were used to assign Runx2 enrichments to categories of genomic locations (with non-overlapping definitions for transcriptional start site (TSS), promoter, exonic, intronic, transcription termination site (TTS), upstream and intergenic regions (see Figure 2 for details; Additional file 2). 

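Locations were assigned here with the protein-coding transcripts of GENCODE version M1 (Ensembl 65), which is annotated on the same assembly, in place of RefSeq. This set holds 51710 transcripts of 22359 genes. Following the definitions of Additional file 3, a promoter reached from 1000 bp upstream to 150 bp downstream of a TSS outside exons and introns, and an upstream region reached to 20 kb from the TSS. Each peak was assigned by its centre, used in place of the summit, to the first matching category in the order exon, intron, promoter, TTS region, upstream and intergenic.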

As Runx2 protein levels changed, the total number of Runx2 peaks changed accordingly (Figure 2A, left panel). 

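The lists held 25457 Runx2 peaks at day 0, 60596 at day 9 and 40330 at day 28. Day 9 thus had 2.38 times as many peaks as day 0, and day 28 had 0.666 times as many as day 9. The peaks covered 26.7 Mb of the genome at day 0, 40.1 Mb at day 9 and 35.5 Mb at day 28. With a p-value of 1e-20, 1e-50 or 1e-100 required, with peaks closer than 500 bp joined, or with chromosomes 1 to 19 and X alone, the day 9 list stayed the longest and the day 0 list the shortest, as in the deposited lists (6 of 6 settings). The ratio of day 9 to day 0 moved most at 1e-100, to 4.99 (11793 peaks against 2361). The order of the peak numbers did not follow the order of the raw reads, which were 0.430 times as many at day 9 as at day 0.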

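Exons held 18.1% of the Runx2 peaks at day 0 (95% interval 17.6% to 18.6%), 15.8% at day 9 (15.5% to 16.1%) and 17.3% at day 28 (16.9% to 17.7%). Upstream regions held 9.83%, 10.3% and 10.0% of the peaks at days 0, 9 and 28, respectively. TTS regions held 204 peaks at day 0, 639 at day 9 and 382 at day 28.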

The overall distribution of Runx2 binding among the categories of genomic locations was relatively unchanged during differentiation (Figure 2A, right panel). 

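Promoters held 10.9% of the Runx2 peaks at day 0 (2777 peaks, 95% interval 10.5% to 11.3%), 4.52% at day 9 (2736 peaks, 4.35% to 4.68%) and 6.36% at day 28 (2564 peaks, 6.12% to 6.60%). The 3 intervals did not overlap. The promoter share at day 9 was 0.414 times that at day 0, the largest relative change among the 6 categories. The number of promoter peaks at day 9 was 0.985 times that at day 0, but this ratio depended on the setting. It was 1.09 at a p-value of 1e-20, 1.99 at 1e-50 and 1.25 when any overlap of a peak with a promoter counted. In percentage points, the share of promoters fell by 6.39 from day 0 to day 9 and the share of introns rose by 6.54. The setting that moved the promoter share most counted a peak for a promoter when any part of it overlapped one; the share was then 29.3% at day 0, 15.3% at day 9 and 22.1% at day 28, in the same order.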

Among genomic locations, Runx2 occupancy at promoters showed the greatest variation from 17.6% at day 0 to 8.8% at day 9 (Figure 2A, right panel). The majority of Runx2 binding occurred at intergenic and intronic regions (Figure 2A,B). However, when compared with a randomly sampled background distribution of genomic intervals (Additional file 3), Runx2 binding displayed preferential enrichment in a genic context, particularly at promoters and exons. 

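Introns held 36.3% of the Runx2 peaks at day 0 (9252 peaks, 95% interval 35.8% to 36.9%), 42.9% at day 9 (25984 peaks, 42.5% to 43.3%) and 40.6% at day 28 (16371 peaks, 40.1% to 41.1%). Intergenic regions held 24.0% at day 0 (6121 peaks, 23.5% to 24.6%), 25.4% at day 9 (15384 peaks, 25.0% to 25.7%) and 24.8% at day 28 (10004 peaks, 24.4% to 25.2%). Together they held 60.4% of the peaks at day 0, 68.3% at day 9 and 65.4% at day 28.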

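As background, 5 random samples of 67703 positions each were drawn from the chromosomes and assigned in the same way. They placed 0.716% ± 0.0191 (SD, n = 5 samples) of positions in promoters and 2.52% ± 0.0735 in exons. The share of Runx2 peaks in promoters was 15.2 times the random share at day 0, 6.31 times at day 9 and 8.88 times at day 28. In exons it was 7.18, 6.29 and 6.87 times the random share at days 0, 9 and 28. The ratios for the other genic categories were lower, from 1.06 at day 0 to 1.25 at day 9 in introns and from 1.20 at day 0 to 1.58 at day 9 in TTS regions.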

One exception was under-represented Runx2 binding at intergenic regions when compared to nonspecific or random binding (Figure 2B). This relative enrichment of Runx2 occupancy in genic contexts was also observed in comparison with Runx2 motifs (Figure 2B). 

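The random samples placed 52.7% ± 0.206 (SD, n = 5 samples) of positions in intergenic regions, and the share of Runx2 peaks there was 0.457 times as large at day 0, 0.482 times at day 9 and 0.471 times at day 28.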

A *de novo* Runx2 motif (Figure 2C, top) was discovered using MEME [24] on the highest-ranked (by *P*-value) 500 ChIP-Seq peaks and was then scanned using FIMO [24] (version 4.7.0) over the mouse genome. Notably, analysis by MEME did not discover a significantly enriched secondary motif associated with Runx2 peaks. Despite the nearly random distribution of Runx2 motifs throughout the genome, Runx2 occupancy in differentiating osteoblasts is characterized by associations with promoters, exons, introns and other genic elements. These associations are perhaps due to epigenetic factors, including chromatin conformation and accessibility, along with co-factors, and suggest that the presence of a Runx motif does not necessarily indicate the physical association of Runx2. Interestingly, the distribution of Runx2 occupancy among classes of genomic elements is similar to that of CTCF (Figure 2B), a ubiquitous transcription factor that exhibits a broad spectrum of DNA binding in many cell lines [25].

**Figure 2:**
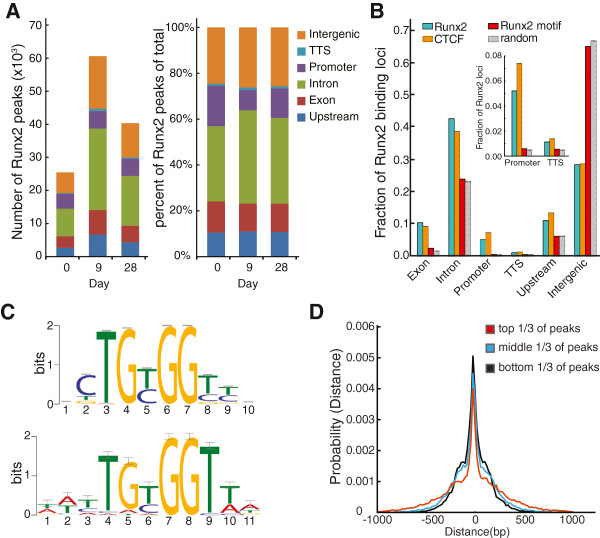
**Genome-wide profile of Runx2 occupancy. (A)** Distribution of Runx2 binding peaks across the mouse genome were classified into six categories of genomic locations: exon, intron, promoter (-1 kb to +150 bp of TSS), upstream (-1 kb to -20 kb from TSS), TTS region (-150 bp to -1 kb of transcription termination site), and intergenic region. Peak distribution was plotted at each time point by peak number (left panel) and by the percentage of total peaks (right panel). **(B)** Differential Runx2 enrichment in the six categories of genomic locations compared to the predicted Runx2 motif (see below), to random binding, or to binding of the transcription factor CTCF. Inset provides a magnified view of promoter and TTS regions. **(C)** The 500 most significant Runx2 peaks, based on MACS [22] significance (*P* < 1 × 10^-10^) were used for *de novo* motif discovery. A Runx2 motif (position weight matrix, top) with strong statistical confidence (*P* = 4.7 × 10^-200^) was determined using MEME (MEME suite version 4.7.0) [24]. The known Runx motif (MA0002.2, bottom) in JASPAR [26] was used for comparison using TOMTOM [24]. As shown in **(B)**, the distribution of *de novo* Runx2 motifs among categories of genomic locations was determined using FIMO [24] at a significance threshold of *P* < 10^-4^. **(D)** Probability plot of the distribution of Runx2 peaks indicating the distances of Runx2 motifs to the peak centers in the top, middle, and bottom third of Runx2 peaks (ranked by MACS scores) versus the probabilities of finding *de novo* Runx2 motifs at given positions relative to peak center.

The *de novo* Runx2 motif (Figure 2C, top) was scanned over all ChIP-Seq peaks called by MACS [22] from ChIP-Seq reads collected from day 9 MC3T3 cells, and a histogram of the distance between the peak summit and the highest-scoring motif instance was collected. 

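The core Runx2 sequence TGTGGT was searched on both strands within 50 bp of the centre of each peak, and in flanks 450 to 550 bp from the centre as a control. At day 9, 25.4% of the peaks had TGTGGT at the centre (15364 of 60596 peaks, 95% interval 25.0% to 25.7%) and 7.33% in the flanks, a ratio of 3.46. With TGYGGT, which also admits C at the third base, these day 9 values were 28.5% and 8.49%, a ratio of 3.36. The share at the centre was 16.0% at day 0 against 6.66% in the flanks, and 20.9% at day 28 against 6.99%. At day 9 the centres of intergenic peaks had TGTGGT in 32.4% (31.7% to 33.2%) against 7.88% in their flanks, and those of intronic peaks in 27.9% (27.4% to 28.5%) against 7.69%. The motif was less frequent at the centres of exonic peaks, with 9.89% (9.30% to 10.5%) against 5.72%, and of promoter peaks, with 7.27% (6.33% to 8.31%) against 4.75%. No difference between promoter centres and their flanks was detectable at this number of peaks at day 0 (4.75%, 3.99% to 5.61%, against 4.97%) or at day 28 (5.81%, 4.94% to 6.79%, against 5.44%).

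**Figure D1:**
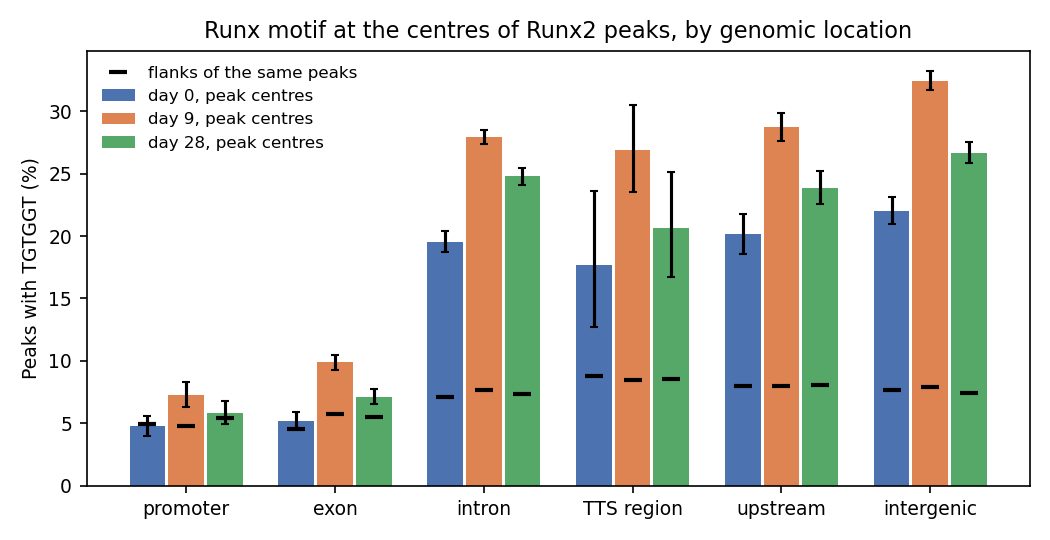
Percentage of Runx2 peaks with TGTGGT within 50 bp of the peak centre and in the flanks, by genomic location and time point, with exact binomial 95% intervals at the centres. Intergenic peaks at day 9 have the motif in 32.4% of centres and promoter peaks at day 9 in 7.27%.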

The distribution in Figure 2D is characterized by a sharp peak for Runx2 motifs at the summits of ChIP-Seq peaks. Using TOMTOM [24] it was determined that the *de novo* Runx2 motif was similar (E-value = 2.6 × 10^-4^, q-value = 2.6 × 10^-4^) to the JASPAR MA0002.2 RUNX motif [26] (Figure 2C, bottom) and both motifs share the core TGTGGT sequence with the known Runx2 binding consensus.

### Genome-wide Runx2 occupancy reveals distinct positional and temporal binding patterns

We grouped Runx2 peaks based on the presence or absence of Runx2 binding at specific time points during differentiation (Figure 3A, off/on). The resulting seven distinct clusters reflected the dynamics of Runx2 binding in relation to the progression of osteoblastogenesis (Figure 3A). 

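Peaks of the 3 lists that overlapped by at least 1 bp were merged into 67703 regions. The paper's Table S4 counts 78741 peaks over all time points. Each merged region was assigned to a cluster by the time points at which it held a peak. Cluster 1 (days 0, 9 and 28) had 18584 regions, or 27.4% of all, cluster 2 (days 0 and 28) had 1392 and cluster 3 (days 0 and 9) had 1146. Cluster 4 (days 9 and 28) had 14319 regions, or 21.1%. Of the clusters present at a single time point, cluster 5 (day 28) had 5141 regions, cluster 6 (day 9) had 23329 and cluster 7 (day 0) had 3792. In 100 random placements of the peaks on their own chromosomes, cluster 1 had 60.5 ± 7.14 regions (SD), cluster 2 had 767 ± 25.9 and cluster 4 had 1492 ± 36.8. Cluster 3 had 1043 ± 33.2 regions, with a highest value of 1136, which is close to its observed number. Cluster 1 took up few day 0 peaks in these placements and most of them in the data. The random number is therefore not the chance expectation for the observed cluster 3. TGTGGT was at 23.9% of the centres of cluster 3 regions, against 8.38% in their flanks. The clusters of a single time point were smaller than in the random placements. Of the day 0 peaks, 79.6% lay in a region with a day 9 peak, while 36.7% of the day 9 peaks lay in a region with a day 0 peak. Of the day 28 peaks, 83.8% lay in a region with a day 9 peak. Of the definitions of overlap, comparing only the 100 bp around each peak centre moved the number of regions most, to 86393, and of all settings a p-value of 1e-100 did, to 12919.

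**Figure D2:**
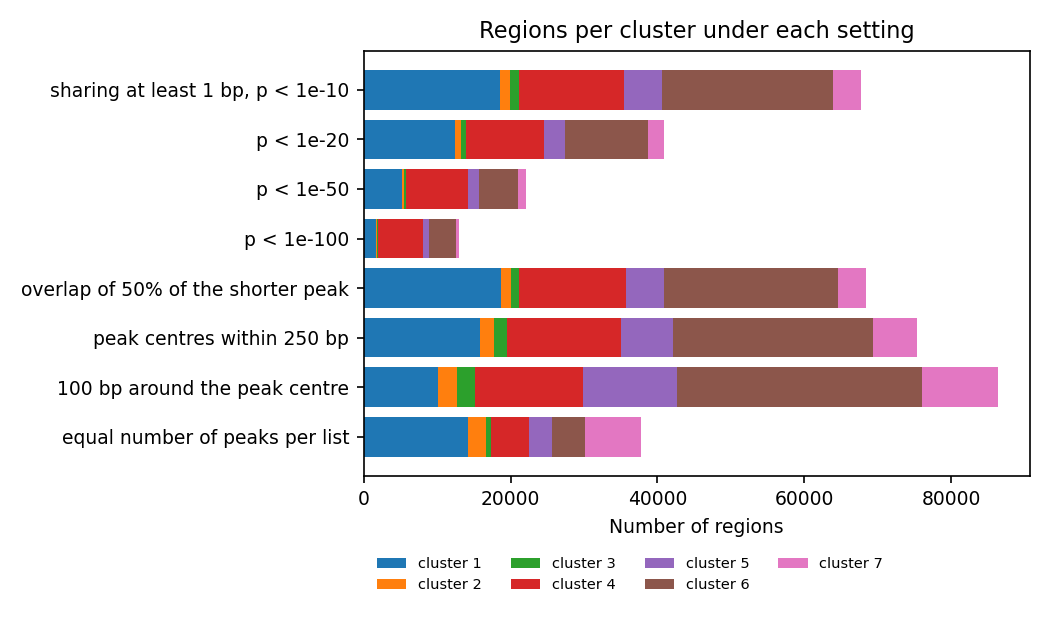
Number of merged regions in each of the 7 clusters, in the main setting and under alternative definitions of overlap and p-value thresholds. Cluster 6 has 23329 regions when peaks share at least 1 bp at the deposited threshold.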

In Figure 3B, the mean ChIP-Seq read densities (that is, peak intensities) of the clustered Runx2 peaks were plotted to compare their relative enrichments.

**Figure 3:**
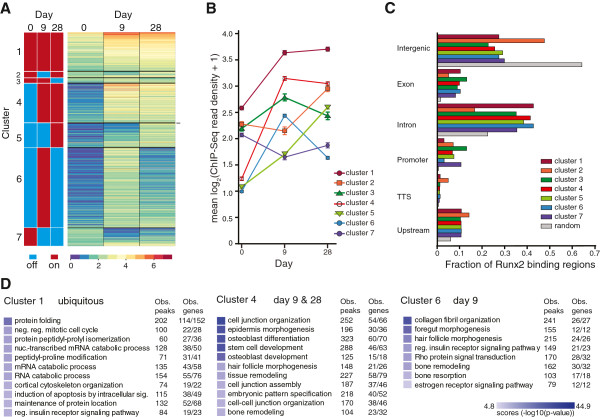
**Characterization of the temporal patterns of Runx2 binding associated with osteoblastogenesis. (A)** Enriched regions of Runx2 binding (MACS peaks, *P* ≤ 1 × 10^-10^) were grouped into seven clusters based on the presence (red) or absence (blue) of peaks at temporal stages of osteoblastic differentiation (left panel). In the right panel, each line illustrates intensity (base-2 logarithm of the sum of read counts per 10 million reads (mean read density)) of one peak as a range from strong occupancy (brown) to weak occupancy (violet). **(B)** Runx2 binding intensities of Runx2 peaks from each cluster at days 0, 9, and 28 of differentiation plotted as mean ± SEM. **(C)** Distribution patterns of the Runx2 peaks from each of the seven clusters (from **(A)**) segregated into six categories of genomic locations and compared to an equivalent number of random 100 bp regions (gray bar). **(D)** Representative Gene Ontology term annotation of cluster 4 (days 9 & 28) by GREAT. Each term is annotated with the observed (Obs.) number of Runx2 peaks and corresponding number of genes out of the total number of genes.

The seven clusters differed in the numbers and intensities of Runx2 peaks (Figure 3A). The largest group was cluster 6, which exhibited the presence of peaks primarily at day 9. This finding is consistent with day 9 representing committed osteoblasts with the highest amount of cellular Runx2 protein (Figure 1B) and therefore the greatest number of Runx2 peaks (Figure 3B). 

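Cluster 6 held 34.5% of the merged regions. It was also the largest cluster when overlap was defined as at least 50% of the shorter peak (23656 regions), as peak centres within 250 bp of each other (27250 regions) or as overlap of the 100 bp around the centres (33351 regions). With a p-value of 1e-20 required, cluster 1 was larger than cluster 6 (12464 against 11231 regions). Cluster 4 was larger at 1e-50 (8447 against 5352 regions) and at 1e-100 (6081 against 3661 regions). When each time point was limited to its 25457 top-scoring peaks, the length of the shortest list, cluster 1 had 14238 regions and cluster 6 had 4476. Cluster 6 was thus the largest in 4 of 8 settings, those that kept every deposited peak. The other settings removed low-scoring peaks, and cluster 6 had the lowest median score percentile at day 9, 26.6. Of the 4 cluster 6 regions with a score of 3100, 1 lies on chromosome 6 from 145732079 to 145735470.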

The strongest Runx2 peak intensities were found in cluster 1 reflecting regions that were bound by Runx2 constitutively throughout osteoblast differentiation (Figure 3B). 

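Read densities were not analysed here. Ranked by the authors' score within each list, peaks in cluster 1 regions had a median percentile of 58.8 at day 0 (95% interval of the median 58.1 to 59.4), 76.8 at day 9 (76.4 to 77.2) and 72.1 at day 28 (71.7 to 72.6). In each list this was the highest median among the 4 clusters present at that time point, in 5 of 5 settings. The setting that moved it most limited each list to an equal number of top-scoring peaks, with a median percentile of 63.1 at day 9.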

The weakest Runx2 peak intensities among the three time points occurred at the peaks in cluster 7, with marginal enrichment of Runx2 at day 0. It is noteworthy that the peaks in cluster 4 have the second highest peak intensities at both days 9 and 28 (matrix deposition and mineralization stages; Figure 3B). 

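Among the clusters with peaks at day 0, cluster 7 had the lowest median score percentile, 23.3 (95% interval 22.4 to 24.2), against 27.8 in cluster 3 and 35.8 in cluster 2. The median score of its 3792 peaks was 153, and that of the day 0 peaks in cluster 1 was 337. Its highest-scoring region, on chromosome 4 from 4748961 to 4750021, had a score of 1505.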

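Peaks in cluster 4 had a median score percentile of 57.4 at day 9 (95% interval 56.8 to 57.9) and 38.4 at day 28 (37.9 to 38.9). Cluster 4 ranked second after cluster 1 in both lists in each of the 5 settings. The third-ranked cluster was cluster 3 at day 9, with a median percentile of 29.1, and cluster 2 at day 28, with 24.2.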

Cluster 5, like clusters 1 and 4, exhibited the highest peak intensities on day 28, indicating their importance in maintaining osteoblast phenotype.

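Cluster 5 has peaks at day 28 alone, and its 5141 peaks had a median score percentile of 17.5 in that list (95% interval 16.8 to 18.1), the lowest of the 4 clusters with day 28 peaks. Of its peaks, 2 had a score of 3100, 1 of them on chromosome 1 from 170133394 to 170133753. Percentiles are relative to the other peaks of a list and do not measure a change in binding at one region between time points.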

Runx2 binding in each cluster was further examined for distribution preferences of peaks in different genomic regions, in contrast to the genome-wide distribution of random 100 bp DNA fragments (detailed in Additional file 3; Figure 3C). The random DNA fragments (grey bars in Figure 3C) are distributed mainly in intergenic, intronic, and upstream regions. When compared to the random control, we observed that the distribution of Runx2-enriched peaks was biased towards gene regions (exons, introns, promoters, TTS regions, upstream regions). In contrast, Runx2 binding in the intergenic regions is lower than the random control (Figure 3C). 

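By the centre of the merged region, the intron share was 1.02 times the random share in cluster 1 and 1.15 times in cluster 7, and reached 1.37 times in cluster 4. The TTS share was between 1.07 times (cluster 7) and 1.88 times (cluster 6) the random share. The upstream share was 0.963 times the random share in cluster 1 and between 1.19 times (cluster 4) and 1.62 times (cluster 3) in the other clusters. The 95% intervals of the shares included the random share for introns and upstream regions in cluster 1 and for TTS regions in clusters 2, 3 and 7.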

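Intergenic regions held 18.8% of cluster 1 (95% interval 18.2% to 19.3%), 27.8% of cluster 4, 29.8% of cluster 6 and 43.4% of cluster 7 (41.8% to 45.0%). All 7 clusters were below the random share, with ratios from 0.356 in cluster 1 to 0.825 in cluster 7.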

In promoters and exons, all clusters showed the highest enrichment over random binding, suggesting strong regulation by Runx2 at these genomic regions.

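The promoter share was 14.6 times the random share in cluster 1, 2.51 times in cluster 2, 2.56 times in cluster 3, 3.96 times in cluster 4, 2.85 times in cluster 5, 1.38 times in cluster 6 and 1.36 times in cluster 7. The exon share was 10.4, 1.23, 1.87, 4.19, 2.06, 4.01 and 0.985 times the random share in clusters 1 to 7, respectively. Promoters and exons were the pair of categories with the highest ratios in 4 of the 7 clusters. The 95% interval included the random share for the exons of cluster 7 (2.01% to 3.03%) and cluster 2 (2.24% to 4.14%) and for the promoters of cluster 7 (0.688% to 1.34%). With promoters assigned before exons and introns, an order chosen after seeing the data, the exon ratio of cluster 2 was 0.505 and promoters and exons had the highest ratios in 3 of the 7 clusters. From these enrichments the paper proposes strong regulation by Runx2 at promoters and exons.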

To further explore the relationship between Runx2 peaks and peak-associated genes in osteogenic differentiation, we performed functional annotations for the peaks in the seven clusters using GREAT (Genomic Regions Enrichment of Annotations Tool; Figure 3D). Gene Ontology (GO) terms associated with the largest clusters are shown in Figure 3D. Runx2 binding in cluster 1 yielded GO terms of general biological processes such as protein folding and RNA metabolism (detailed in Additional file 4). Cluster 4 peaks at days 9 and 28 were frequently related to the GO terms of osteoblast differentiation, bone developmental processes, and osteogenic signaling pathways. These terms often included differentiation-related and well-known Runx2 target genes, such as *Runx2*, *Bsp/Ibsp*, and *Osx/Sp7* (Additional file 4). Similarly, cluster 6 (day 9) peaks often associated with bone formation and extracellular matrix organization. The annotation of other smaller clusters is shown in Additional file 5. For examples, cluster 3 peaks were associated with apoptosis, programmed cell death, and DNA damage; cluster 7 containing peaks found only in day 0 was linked with negative regulation of cell cycle control and the phenotypes of non-osseous mesenchyme-derived cells (Additional files 4 and 5). These functional annotations associated with Runx2 peaks are generally consistent with the progression of MC3T3-E1 differentiation, supporting a temporal transcription network programmed by Runx2.

### Runx2 binding patterns at osteogenic genes are predictive of potential Runx2 targets

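Peaks at the known target genes were counted in the genomic windows drawn in Figure 4A and Additional file 7. The window of *Runx2* (ENSMUSG00000039153, chromosome 17 from 44632936 to 44951746, minus strand) held 20 merged regions, of which 7 were in cluster 1, 4 in cluster 6, 3 in cluster 4 and 2 each in clusters 5 and 7. The window of *Osx/Sp7* (ENSMUSG00000060284, chromosome 15 from 102187040 to 102197285, minus strand) held 6 regions, 3 in cluster 1, 2 in cluster 4 and 1 in cluster 6. The window of *Ocn/Bglap2* (ENSMUSG00000074486, chromosome 3 from 88181658 to 88182621, minus strand) held 6 regions, all in cluster 4. The window of *Bsp/Ibsp* (ENSMUSG00000029306, chromosome 5 from 104728190 to 104740488, plus strand) held 2 regions, 1 in cluster 4 and 1 in cluster 6.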

To discover previously unknown Runx2 target genes, we first determined the Runx2 binding patterns of well-known Runx2 target genes found in differentiation cluster 4; for example, *Runx2*, *Osx/Sp7*, and *Ocn/Bglap2* (Figure 4A; Additional file 6), and *Bsp/Ibsp* (Additional file 7). 

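At *Runx2* the highest-scoring day 9 peak, from 44871344 to 44873665, had a score of 3059 and lay over exon 3, 78 bp from an annotated TSS. The day 9 peak at the distal promoter P1, from 44951211 to 44952135 with a score of 1926, had its centre at -97 bp from the TSS within intron 1 of the overlapping gene *Supt3h*, and held TGTGGT within 50 bp of the centre. Intron 5 held a day 9 peak from 44738697 to 44739910 with a score of 1194, 132338 bp from the nearest TSS. At *Osx/Sp7* the highest-scoring day 9 peak, from 102192887 to 102194052 with a score of 3184, lay in intron 1. A peak in the TTS region, from 102185407 to 102187029, had the tied score of 3100, so the order of these peaks is uncertain. Another, from 102196921 to 102198501 with a score of 868.2, had its centre at -426 bp from the TSS. At *Ocn/Bglap2* the day 9 peak from 88181896 to 88183522 reached the tied score of 3100, with its centre at -88 bp from the TSS, and a peak from 88187617 to 88189233 had the same score at the start of the paralog *Bglap*. The *Bglap* genes are close in sequence, so the assignment of reads among them is uncertain. At *Bsp/Ibsp* a day 9 peak from 104728051 to 104728582, with a score of 428, lay over exon 1, and a peak from 104741080 to 104741496, with a score of 112, lay in the TTS region.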

For these genes Runx2 binding was distributed in promoters, the gene body (introns/exons) and sites distal from the gene body. Furthermore, Runx2 enrichment increased in the loci of these genes during osteoblast differentiation at matrix and mineralization stages. 

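The number of peaks in these windows was 11 at day 0, 17 at day 9 and 13 at day 28 for *Runx2*, and 3, 7 and 5 for *Osx/Sp7*. There were 0, 6 and 6 peaks for *Ocn/Bglap2*, and 0, 2 and 1 for *Bsp/Ibsp*. At a p-value of 1e-50 the numbers were 5, 7 and 5 for *Runx2*, 1, 4 and 3 for *Osx/Sp7*, 0, 5 and 4 for *Ocn/Bglap2*, and 0 at each time point for *Bsp/Ibsp*. The peak at the P1 promoter of *Runx2* had a score percentile of 84.7 at day 0, 90.4 at day 9 and 88.6 at day 28. Of the day 0 peaks at the locus, the one with the highest percentile lay in intron 5 of *Runx2* (44728690 to 44730418), at percentile 95.6 of its list. The peaks of the same region were at percentile 67.5 of the day 9 list and 45.3 of the day 28 list.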

We then examined the genes associated with cluster 1 peaks (Additional file 8), and identified genes, including *Ezh2* (enchancer of zeste homolog 2) (Figure 4B), with Runx2 binding profiles that displayed a ubiquitous but increasing level of Runx2 occupancy. Ezh2 is a component of PRC2 that epigenetically regulates gene expression by methylating histone H3 lysine 27 and was recently found to be involved in commitment of mesenchymal stem cells towards the osteoblast lineage [27]. The 5′ proximal promoter region of *Ezh2* is bound by Runx2 (Figure 4B; Additional file 6) and shows an increase in reads (occupancy) during differentiation. 

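*Ezh2* (ENSMUSG00000029687) lies on chromosome 6 from 47480273 to 47545340 on the minus strand, and 1 peak was called at its start at each time point. The peak extended from 47544751 to 47545972 at day 0, from 47544058 to 47545691 at day 9 and from 47544070 to 47545796 at day 28. Its score was 430 at day 0, 1521 at day 9 and 1603 at day 28, which placed it at percentiles 67.9, 87.1 and 87.4 of the respective lists. The 3 peaks formed 1 region of cluster 1, and none had TGTGGT within 50 bp of its centre.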

When *Ezh2* mRNA levels were measured during osteoblast differentiation, we found that the highest expression occurred in proliferating MC3T3-E1 cells, when the lowest amount of Runx2 binding was observed (Figure 4C). The striking decrease in *Ezh2* mRNA levels with increased Runx2 binding suggests that the transcription of *Ezh2* is potentially regulated by Runx2.

**Figure 4:**
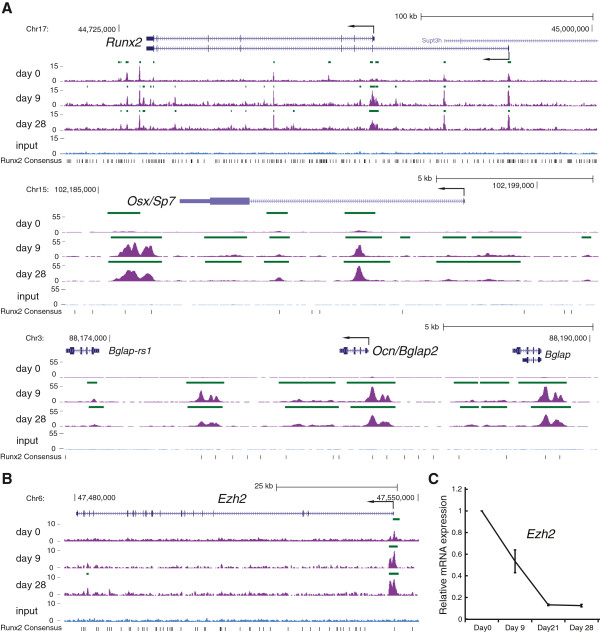
**Runx2 binding at known osteogenic genes and a potential target, *Ezh2***, **during osteoblastogenesis. (A)** Runx2 binding at three known osteogenic genes, *Runx2*, *Osx*, and *Ocn*, during three stages of osteogenesis: proliferation (day 0); matrix deposition (day 9); and mineralization (day 28). Gene annotation follows standard gene prediction display conventions used by the UCSC genome browser (exons, solid boxes; introns, solid lines; direction of gene transcription, arrows). Positions of Runx2 peaks called by MACS (green bars) and Runx2 consensus motif (TGTGGT; solid black bar) are also depicted. **(B)***Ezh2* locus bound by Runx2 with increasing Runx2 enrichment over temporal stages of osteogenesis. **(C)***Ezh2* expression during osteogenesis (relative to day 0 levels) were determined by quantitative RT-PCR and normalized by *Hprt1* mRNA levels. Relative mRNA levels are plotted as mean ± SEM from three independent biological replicates.

### Genes regulated by Runx2 exhibit distinct Runx2 binding profiles

To characterize the Runx2 binding profiles in genes that are transcriptionally regulated by Runx2, we performed gene expression profiling at day 9 in MC3T3-E1 cells treated with control (Scr) short hairpin RNA (shRNA) or a Runx2-specific shRNA (shRunx2) that knocks down Runx2 expression. Runx2 protein levels decreased by 80% in cells treated with shRunx2 (Additional file 9). This knockdown in turn inhibited expression of differentiation marker genes and osteoblastogenesis as demonstrated by decreased Alp staining (Additional file 9). We found 159 genes whose expression was responsive to Runx2 knockdown, with |log_2_(I_shRunx2_/I_Scr_)| > 1.5, and a false discovery rate (FDR) <0.05, where I is the measured normalized probe-set intensity. These genes included 115 up- and 44 down-regulated genes (Figure 5A). The 15 genes most responsive to Runx2 knockdown (Table 1) included the well-defined Runx2 targets *Ocn/Bglap2*, *Bsp/Ibsp*, and *Mmp13*, which are known to be activated by Runx2 [5]. Notably, the genes most upregulated by shRunx2 have not been characterized as Runx2 targets (Table 1) except for *Usp18*, which encodes a protein involved in the ubiquitin degradation pathway [28].

**Figure 5:**
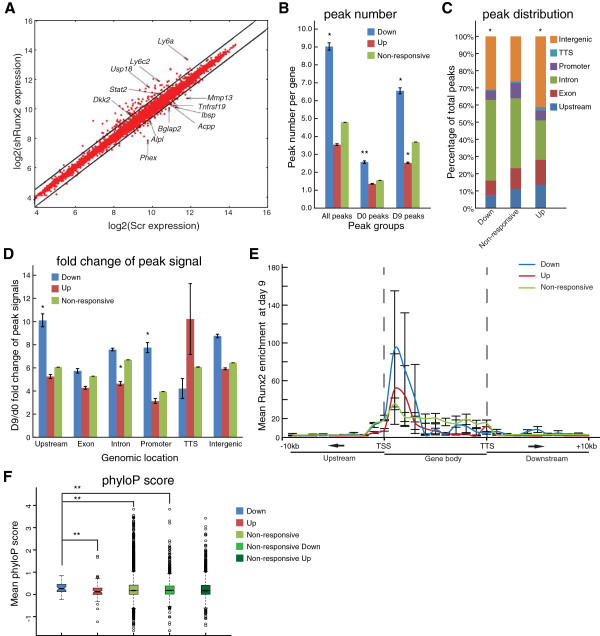
**Correlation of Runx2 occupancy and Runx2-reponsive genes identifies novel targets. (A)** Expression levels of genes responsive to Runx2 silencing in differentiated MC3T3-E1 cells. Values are plotted as the log2(expression level) from shRunx2-expressing cells (vertical axis) versus control shRNA expression (horizontal axis). Each point represents mean mRNA expression level from three independent biological replicates. Several representative genes are labeled. Diagonal lines demarcate the threshold for significant increase or decrease (≥1.5-fold) in expression. **(B-D)** Runx2 peaks associated with upregulated (Up), downregulated (Down), or unchanged (Non-responsive) gene expression upon Runx2 knockdown were compared by: average peak number per gene **(B)**, and peak distribution **(C)** and fold change of peak signals (d9 versus d0) across genomic locations **(D)** with shRunx2 non-responsive genes as a control. In **(B)**, three groups were compared to non-responsive genes: all peaks in shRunx2-regulated genes (All peaks), all peaks present at day 9 in shRunx2-regulated genes (D9 peaks), and all peaks present at day 0 in shRunx2 regulated genes (D0 peaks). Values are mean ± SEM **(B,D)** and statistical significance (*P < 0.01, **P < 0.05) determined by Mann-Whitney test **(B,D)** or Fisher’s exact test **(C)**. **(E)** Runx2 enrichment across gene bodies (±10 kb) of genes downregulated (Down), upregulated (Up), and unchanged (Non-responsive) by shRunx2 treatment at day 9. Mean signal ratios (IP/Input) at each genomic region were determined using PeaksToGenes. Error bars represent SEM. **(F)** Mean phyloP conservation scores of Runx2 motifs associated with genes significantly (fold change ≥1.5, FDR <0.05) downregulated (Down), upregulated (Up), or unchanged (Non-responsive) upon shRunx2-treatment. Conservation of Runx2 motifs was compared between shRunx2 downregulated and upregulated genes and length-matched non-responsive genes (Non-responsive, Down and Up, respectively) and statistical significance determined (**P < 0.05) by Kolmogorov-Smirnov test.

**Table 1:** Top 15 genes upregulated or downregulated during shRunx2 treatment when compared to scramble shRNA

**Down**		**Up**	
**Symbol**	**Fold change**	**Symbol**	**Fold change**
*Phex*	0.26	I830012O16Rik	4.73
*H19*	0.36	*Ifi27l2a*	3.83
*Ibsp*	0.46	*Oas2*	3.78
*Mmp13*	0.46	D14Ertd668e	3.62
*Mid2*	0.49	*Ifit3*	3.37
*Edil3*	0.50	*Gm12250*	3.27
*Tnfrsf19*	0.53	*Ifit1*	3.25
*Bglap2*	0.56	*Ly6c1*	3.24
*C87414*	0.56	*Usp18*	3.09
*Gpr116*	0.56	BC023105	3.05
*Pdlim1*	0.57	*Iigp1*	3.05
*Hs3st3a1*	0.57	*Ddx60*	2.88
*Id3*	0.58	*Gm4951*	2.87
*Chac1*	0.58	*Ly6a*	2.87
*Il33*	0.58	*Ly6c2*	2.85

We characterized the relationship between Runx2 occupancy and genes affected by shRunx2 knockdown, compared to non-responsive genes. The number of peaks, genomic distribution of peaks, and fold change of peak signals were compared among the gene groups at days 0 and 9 (Figure 5B-D). Genes that were downregulated by shRunx2 at both days 0 and 9 had more Runx2 peaks when compared to the control non-responsive genes (Figure 5B). It should be noted, however, that shRunx2 downregulated genes are longer than the upregulated genes (Additional file 10). This finding was also observed when we included the Runx2 binding profiles at day 28 for Runx2-regulated genes (Additional file 10). In contrast, the shRunx2 upregulated genes that appeared on day 9 had fewer Runx2 peaks compared to control genes (Figure 5B). 

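Of the genes in Table S7 with a fold change of 1.5, 43 of 44 downregulated and 108 of 115 upregulated genes matched a protein-coding gene, and 22208 other genes served as control. Peaks were counted where they overlapped the gene body or 10 kb on either side. Downregulated genes had a mean of 1.91 peaks at day 0 against 1.25 in the other genes, a difference of 0.653 (adjusted p = 0.0187, two-sided permutation test with 100000 resamples, Benjamini-Hochberg over 6 comparisons). At day 9 they had a mean of 4.63 peaks against 2.80, a difference of 1.83 (adjusted p = 0.0167, same permutation test). Of the downregulated genes 14.0% had no day 9 peak, against 27.7% of the other genes. The difference depended on the distance within which peaks were counted. With 100 kb on either side it was -0.230 at day 0 and 0.672 at day 9 (adjusted p = 0.754 for both, same permutation test), and when each peak was given to the gene with the nearest TSS it was 1.26 at day 0 (adjusted p = 0.00200) and 3.22 at day 9 (adjusted p = 0.000690) by the same permutation test.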

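The median length was 49.4 kb for the 43 downregulated genes (95% interval of the median 35.6 to 80.9 kb), 13.4 kb for the 108 upregulated genes (10.6 to 16.8 kb) and 15.4 kb for the 22208 other genes (15.0 to 15.8 kb). Per 100 kb of gene and flanks there were 1.92 day 0 peaks in downregulated, 1.91 in upregulated and 1.92 in other genes. At day 9 there were 4.66 peaks per 100 kb in downregulated, 2.86 in upregulated and 4.28 in other genes. Against other genes of like length, each drawn from the 50 closest in length, downregulated genes had 0.3002 more peaks at day 0 (adjusted p = 0.299, permutation test) and 0.831 more at day 9 (adjusted p = 0.244, permutation test), so neither difference passed an adjusted p of 0.05.

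**Figure D3:**
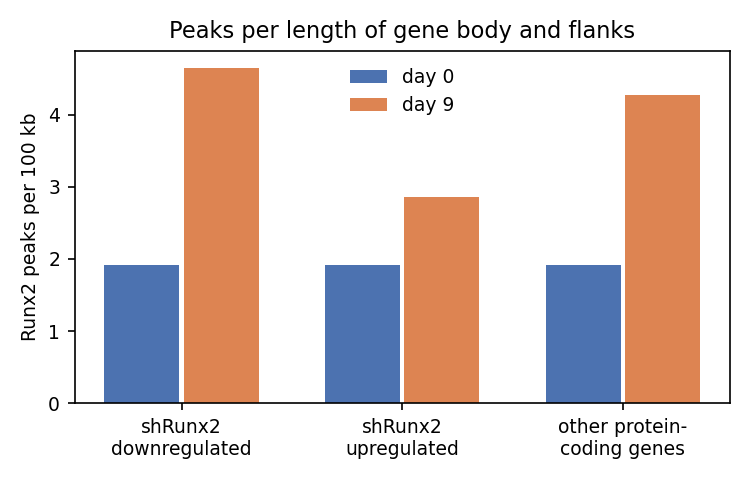
Runx2 peaks per 100 kb of gene body with 10 kb on either side, for downregulated, upregulated and other genes at days 0 and 9. The 3 groups lie between 1.91 and 1.92 at day 0 and between 2.86 and 4.66 at day 9.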

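Counted over the merged regions of all 3 time points, downregulated genes had a mean of 5.51 regions against 2.98 in the other genes, a difference of 2.53 (adjusted p = 0.0167, permutation test). Upregulated genes had a mean of 1.81 regions (adjusted p = 0.0177, permutation test). Against genes of like length the difference of the downregulated genes was 1.36 regions (p = 0.0468 before and 0.0937 after adjustment, permutation test).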

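Upregulated genes had a mean of 1.45 day 9 peaks against 2.80 in the other genes, a difference of -1.35 (adjusted p = 0.0167, permutation test), and 39.8% of them had no day 9 peak. At day 0 their mean was 0.972 (adjusted p = 0.0877, permutation test). Against genes of like length the day 9 difference was -1.20 (adjusted p = 0.00138, permutation test). When each peak was given to the gene with the nearest TSS it was -0.698 (adjusted p = 0.134, permutation test) and no longer passed an adjusted p of 0.05.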

There were also significant differences in overall peak distribution between shRunx2 responsive genes and control (Figure 5C). 

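Day 9 peaks were given to the gene with the nearest TSS, which assigned 255 peaks to the downregulated and 217 to the upregulated genes of Table S7. Introns held 45.5% of the peaks of downregulated genes and 42.9% of those of the other genes, a difference of 2.55 percentage points (adjusted p = 0.780, permutation test over genes, Benjamini-Hochberg over 8 comparisons). Intergenic regions held 32.2% and 25.3%, a difference of 6.86 points (adjusted p = 0.689, same permutation test). For upregulated genes introns held 24.4%, a difference of -18.5 points (adjusted p = 0.0101, same permutation test), and intergenic regions held 42.4%, a difference of 17.1 points (adjusted p = 0.0123, same permutation test). Against other genes of like length, a control chosen after seeing the data, the intron difference of the upregulated genes was -13.2 points (adjusted p = 0.0612, same permutation test) and their intergenic difference 16.0 points (adjusted p = 0.0438, same permutation test). For downregulated genes the intron difference changed sign to -5.34 points (adjusted p = 0.819, same permutation test) and the intergenic difference was 9.88 points (adjusted p = 0.403, same permutation test). With the merged regions of all time points in place of day 9 peaks, also chosen after seeing the data, the intron difference of the upregulated genes was -17.3 points (adjusted p = 0.0184, same permutation test) and their intergenic difference 14.2 points (adjusted p = 0.0678, same permutation test). A fold change of 1.3, chosen after seeing the data as well, gave them differences of -13.6 points in introns (adjusted p = 0.00444, same permutation test) and 17.3 points in intergenic regions (adjusted p = 0.000560, same permutation test).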

Genes that were downregulated tended to exhibit more intronic and intergenic enrichment of Runx2 peaks, while shRunx2 upregulated genes were strongly enriched in intergenic but reduced in intronic binding. We further examined the distribution of Runx2 peaks in up- and down-regulated genes as a function of changes in Runx2 binding during differentiation from days 0 to 9 (Figure 5D). The fold change in day 9/day 0 peak signals showed increased Runx2 binding predominantly at upstream and promoter regions for the shRunx2 downregulated genes; in shRunx2 upregulated genes, Runx2 binding diminished in the introns and showed no significant change in promoter regions. Therefore, shRunx2 downregulated and upregulated genes exhibited distinct preferences for Runx2 binding in genomic loci as reflected by peak distributions in Figure 5B,C, and in relation to differentiation (Figure 5D).

To complement the above analysis examining the genome-wide distribution of Runx2 responsive peaks, we used the PeaksToGenes program [29] to determine the enrichment of day 9 Runx2 signals at defined intervals within and surrounding the gene bodies (Figure 5E). For shRunx2 downregulated genes, Runx2 binding had the strongest enrichment surrounding TSSs, which includes proximal promoter, 5′ UTR, exons and introns all within five contiguous deciles (Figure 5E; Additional file 11). This analysis demonstrated that, of genes affected by shRunx2, 66.1% of upregulated genes have a low level of Runx2 binding (cluster V in Figure S5B in Additional file 11) but most downregulated genes (69.1%) have higher level intensities of Runx2 binding (Figure S5A,B in Additional file 11). This finding shows that Runx2 responsive genes at day 9 (shRunx2/Scr) are primarily regulated by Runx2 surrounding TSSs.

As another computational analysis, EMBER (Expectation Maximization of Binding and Expression pRofiles) [30] was used to relate measured changes in gene expression to the spectrum of Runx2 occupancy observed during osteoblast differentiation (Figure 3B,C; Additional file 12). In analogy with discovering a sequence motif from a collection of functionally related DNA sequences, EMBER optimizes an ‘expression pattern’ from a collection of genes related by patterns of transcription factor binding and uses this motif to determine which genes are regulatory targets of the transcription factor (details of EMBER are summarized in Additional file 3). Using this approach, we discovered and compared expression patterns from different sets of Runx2 binding regions (Figure 3). The Runx2 peaks were partitioned into 42 subsets of Runx2 binding regions (7 clusters with 6 genomic location categories) and it was observed that all groups of Runx2 binding show a correlative relationship to gene expression during osteoblast differentiation (Additional file 12). We noted, however, that intronic Runx2 binding regions - for all time-dependent patterns of Runx2 occupancy - are less informative than other groups, indicating that intronic Runx2 binding may be less useful than binding at other class elements as a predictor of gene regulation.

Finally, downregulated and upregulated genes were compared on the basis of their evolutionary conservation (Figure 5F). Functional genomic elements are often characterized by conservation, which has been used to guide the prediction of transcription factor binding sites [31,32]. This finding has been shown to distinguish functionally verified from un-verified binding sites in a large-scale study of transcription factor binding site function on human promoters [33]. For each ChIP-Seq peak, a Runx motif was used to identify the single most likely Runx2 binding site and the mean phyloP score [34] (for conservation among 30 vertebrate species) across the binding sites was computed. For each gene, phyloP scores were averaged among all ChIP-Seq peaks that were associated with individual genes to give an average measure of Runx2 conservation. We found that genes downregulated by shRunx2 had Runx2 binding sequences that were more conserved than those in upregulated or non-responsive genes (Figure 5F), suggesting that Runx2 regulation may be more evolutionarily conserved in genes that are activated by Runx2 during osteoblastogenesis.

Taken together, the complementary methods described above suggest that Runx2 employs different mechanisms to regulate gene expression: 1) shRunx2 downregulated genes show increased Runx2 binding at promoter and far upstream regions; and 2) based on EMBER, intronic binding does not imply Runx2-mediated gene regulation to the same degree as Runx2 binding at promoter, exon and upstream regions. Thus, during the normal course of osteoblast differentiation, Runx2-activated genes (shRunx2 downregulated) are regulated through both promoter and non-promoter regions; and regulation of Runx2 repressed genes (shRunx2 upregulated) also occurs in promoter and other genomic regions, but with less Runx2 binding.

### Novel genes regulated by Runx2 through distinct regulatory elements

Among potential Runx2 targets, we identified *Tnfrsf19* (tumor necrosis factor receptor superfamily, member 19), which is involved in bone formation as a Wnt-responsive regulator of mesenchymal stem cell commitment to osteoblastic lineage [35]. 

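*Tnfrsf19* (ENSMUSG00000060548) lies on chromosome 14 from 61582671 to 61665692 on the minus strand. Its highest-scoring day 9 peak, from 61664652 to 61665772, had a score of 1213 (percentile 83.8) and its centre in exon 1, 480 bp from the TSS. Intron 5 held 3 day 9 peaks, with scores of 488 (61608944 to 61609722), 342 (61609920 to 61610620) and 375 (61612024 to 61612712). Introns 3 and 4 held 1 day 9 peak each, and exon 10 held 1 with a score of 188 (61584911 to 61585253).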

*Tnfrsf19* exhibited enrichment of Runx2 binding to the promoter as well as intronic regions (Additional files 6 and 13). During differentiation of osteoblasts, *Tnfrsf19* mRNA levels increased dramatically more than 100-fold from day 0 to day 9 (Figure S7A in Additional file 13). Consistent with Affymetrix data, depletion of Runx2 resulted in significant decreases in *Tnfrsf19* expression, indicating direct Runx2 regulation (Figure S7B in Additional file 13). We found that Runx2 occupancy was increased at intronic and promoter regions of the *Tnsrsf19* locus during osteoblast differentiation (Figure S7C in Additional file 13).

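The window of *Tnfrsf19* held 0 peaks at day 0, 8 at day 9 and 7 at day 28. They formed 9 regions, of which 6 were in cluster 4, 2 in cluster 6 and 1 in cluster 5. At a p-value of 1e-50 there was 1 peak at day 9 and 1 at day 28. Among all peaks of their list, the median percentile of these peaks was 53.1 at day 9 and 32.7 at day 28.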

*Adamts4* and *Crabp2* were selected for further analyses based on their responsiveness to shRunx2 (with fold change cutoff of 1.3; Additional file 14) and their Runx2 binding patterns predominantly in non-promoter regions. To test the functionality of Runx2 binding at these putative regulatory regions, we cloned non-promoter Runx2 binding regions and measured transcriptional activity by luciferase reporter assay. *Adamts4* is expressed in osteoblasts and osteocytes and encodes an enzyme that degrades aggrecan [36,37]. Runx2 exhibits multiple peaks across the *Adamts4* locus, with increased occupancy during osteoblast differentiation (Figure 6A; Additional file 6). 

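*Adamts4* (ENSMUSG00000006403) lies on chromosome 1 from 173180552 to 173190768 on the plus strand. The window of Figure 6A held 3 peaks at day 0, 6 at day 9 and 5 at day 28, which covered 2894, 6708 and 7180 bp. At a p-value of 1e-50 there were 0, 5 and 4 peaks. The 6 regions comprised 3 of cluster 1, 2 of cluster 4 and 1 of cluster 6. Day 9 peaks outside regions A and B included those in the TTS region of *Adamts4* (173190806 to 173191568, score 666) and downstream (173192651 to 173193506, score 528, and 173194360 to 173194616, score 112).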

*Adamts4* expression during osteoblast differentiation was increased at day 9 and remained steady to day 28 (Figure 6B). Knockdown of Runx2 suppressed the expression of *Adamts4* (Figure 6C) by 40%, supporting *Adamts4* as a direct target of Runx2 during osteoblastogenesis. We characterized the functional activity of two prominent Runx2 binding regions, peak A in intron 1 and peak B in the last exon (Figure 6A). 

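The cloning primers of Table S2 placed region A on chromosome 1 from 173181657 to 173183476 (1820 bp), with its centre in intron 1, and region B from 173188449 to 173189971 (1523 bp), with its centre in exon 9, the last of 9 exons. The centre of region A was 320 bp from an annotated TSS of *Adamts4*. Region A held 4 TGTGGT sites and overlapped a peak at each time point, from 173181883 to 173182700 at day 0 (score 173, percentile 29.1), from 173180117 to 173183417 at day 9 (score 3100, percentile 97.4) and from 173179878 to 173182790 at day 28 (score 3100, percentile 97.8). The day 0 peak had its centre 45 bp from an annotated TSS. The peaks of days 9 and 28 extended across the start of the gene, and 53.3% and 38.9% of their length lay in region A. Sites in TGCACTGTGTGGTTGGAGGA (173182289 to 173182308) and GTGTTTTTGTGGTAATGTTG (173182480 to 173182499) lay within the peaks of all 3 time points. Those in CCTTTCCTGTGGTGCTGACT (173183002 to 173183021) and TCTGGGTTGTGGTCCCTTTC (173183016 to 173183035) lay within the day 9 peak alone. Region B held 2 TGTGGT sites, in ACAGCGATGTGGTCACGATC (173188891 to 173188910) and CAACAGATGTGGTTCTTCCT (173189038 to 173189057). It overlapped no day 0 peak, a day 9 peak from 173188731 to 173189587 (score 3100) and a day 28 peak from 173188729 to 173189672 (score 2255, percentile 92.5), and both sites lay within them. Sequences are written on the strand that reads TGTGGT.

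**Figure D4:**
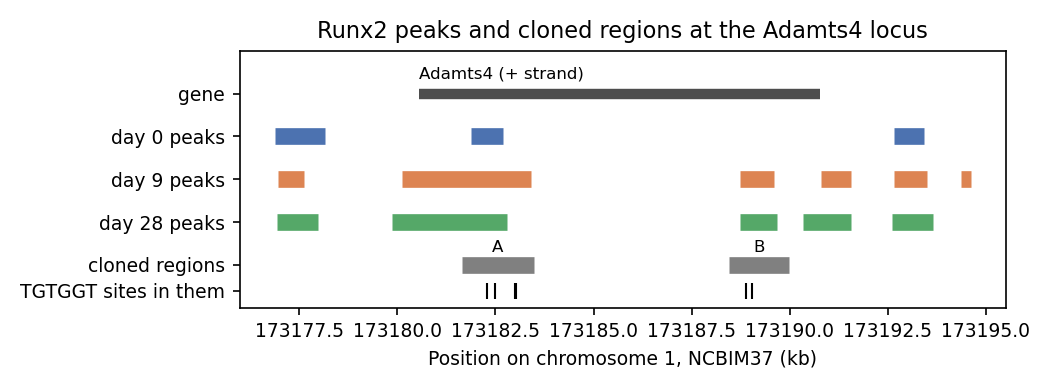
Map of the *Adamts4* locus on chromosome 1 (mm9) with the gene, the Runx2 peaks of each time point, cloned regions A and B, and TGTGGT sites. Region A overlaps a peak at all 3 time points and region B at days 9 and 28.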

The peak A region increased luciferase activity in MC3T3-E1 cells by over 20-fold. In contrast, peak B functioned as a suppressor of luciferase activity (Figure 6D). These results indicate that the two Runx2 sites can function as a positive and negative regulator of *Adamts4*; however, the weaker, negative regulation by peak B on the luciferase reporter may be due to the lack of a native chromatin context. The large increase in luciferase activity observed from peak A is consistent with a previous study that demonstrated Runx2 upregulates *ADAMTS4* in human SW1353 chondrosarcoma cells [38]. Here we established in osteoblasts that Runx2-mediated upregulation of *Adamts4* can occur at non-promoter regulatory elements, and is not restricted to the proximal promoter region as previously shown [38].

**Figure 6:**
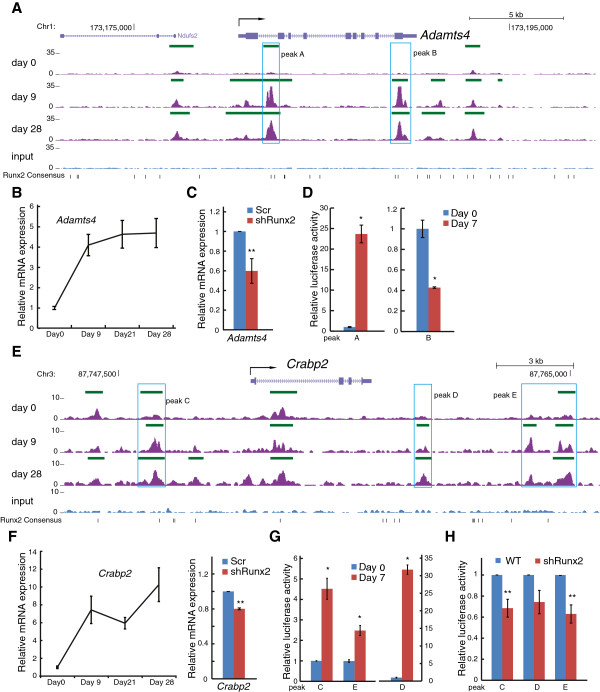
**Non-promoter association of Runx2 regulates novel targets *Adamts4 *and *Crabp2*. (A)** Increasing Runx2 enrichment was observed in the first intron (peak A, boxed region) and last exon (peak B, boxed region) of the *Adamts4* locus during osteogenic differentiation. **(B) ***Adamts4* mRNA levels (normalized to *Hprt1*) were significantly upregulated (*P* < 0.05) in differentiating MC3T3-E1 cells (days 9 to 28) when compared to proliferating cells (day 0). **(C)** Runx2 knockdown (shRunx2) decreases *Adamts4* expression, compared to a scrambled shRNA (Scr) control (**P < 0.05). **(D)** DNA sequences identical to peak regions A and B were cloned into individual pGL2-SV40-Luc reporters and relative luciferase activity was measured in transfected MC3T3-E1 cells and significant increases and decreases (*P < 0.01) in luciferase activity were observed for peak A and B reporters, respectively. **(E)** Increasing Runx2 enrichment was observed up- (peak C) and downstream (peaks D and E) of the *Crabp2* locus during osteogenic differentiation. **(F) ***Crabp2* expression increases during differentiation. Knockdown of Runx2 (by shRunx2) significantly reduces (**P < 0.05) the endogenous expression of *Crabp2* (right panel). **(G)** DNA sequences identical to peak regions C, D and E were cloned into individual pGL2-SV40-Luc reporters and relative luciferase activity was measured in transfected MC3T3-E1 cells at days 0 and 7 (*P < 0.01). **(H)** Runx2 knockdown by inducible shRNA results in a significant decrease (**P < 0.05) of luciferase activity mediated by peak C and E regions and a downward trend (*P* = 0.08) in luciferase activity regulated by peak D region. Statistical significance for all experiments was determined by Student’s *t*-test from mean ± SEM from three biological replicates.

*Crabp2* is a cytoplasmic retinoic acid binding protein previously reported to be upregulated during osteoblastogenesis [39]. 

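*Crabp2* (ENSMUSG00000004885) lies on chromosome 3 from 87752588 to 87757298 on the plus strand, and the window of Figure 6E held 3 peaks at day 0, 4 at day 9 and 5 at day 28. The peak in intron 1 extended from 87753357 to 87754413 at day 0 (score 683, percentile 82.6), from 87753360 to 87754259 at day 9 (score 404, percentile 62.2) and from 87753377 to 87754247 at day 28 (score 372, percentile 53.4). Upstream, the cloned region C (87748241 to 87749367, 1127 bp) overlapped peaks with percentiles of 22.0 at day 0, 65.9 at day 9 and 52.9 at day 28, and held 1 TGTGGT site, in TCTGGCCTGTGGTAGCCCCT. A further upstream peak, from 87750210 to 87750789, was called at day 28 alone (score 130). Downstream, region D (87758631 to 87759716, 1086 bp) overlapped a peak at day 28 alone (score 156, percentile 22.3) and held 0 TGTGGT sites. Region E (87763125 to 87765299, 2175 bp) overlapped peaks with percentiles of 6.12 at day 0, 52.5 at day 9 and 58.8 at day 28, and a second day 9 peak (score 182). Its 1 TGTGGT site, in CGGGCACTGTGGTGCTGTTG (87764119 to 87764138), lay outside these peaks. Of the 6 regions in the window, 3 were in cluster 1, 2 in cluster 5 and 1 in cluster 6. At a p-value of 1e-50 there was 1 peak at day 0 and none at days 9 and 28.

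**Figure D5:**
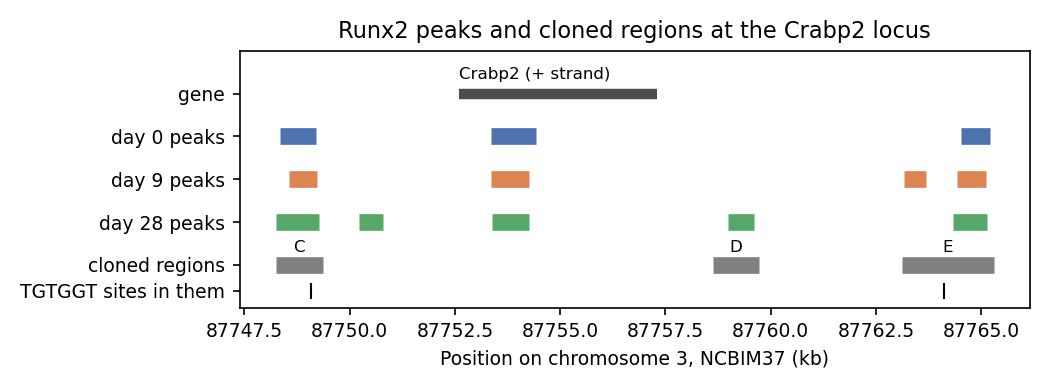
Map of the *Crabp2* locus on chromosome 3 (mm9) with the gene, the Runx2 peaks of each time point, cloned regions C, D and E, and TGTGGT sites. The intron 1 peak is present at all 3 time points, and region D overlaps a peak at day 28 alone.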

We observed that Runx2 constitutively occupies the *Crabp2* locus in the first intron, while binding increases upstream and downstream of the *Crabp2* gene body during differentiation (Figure 6E; Additional file 6). *Crabp2* was upregulated during MC3T3-E1 cell differentiation and knockdown of Runx2 decreased *Crabp2* mRNA level (Figure 6F). In proliferating cells, peak regions C, D and E demonstrated minimal luciferase reporter activity. However, in differentiating cells, all peaks exhibited a significant increase of luciferase activity, with peak region D showing a more than 30-fold activation (Figure 6G). The knockdown of Runx2 reduced luciferase activity (Figure 6H), further supporting the function of these regions in mediating Runx2 regulation of *Crabp2*.

These findings of novel genes bound and regulated by Runx2 through different types of genomic elements support an emerging concept that non-promoter elements can regulate gene transcription. Our results also indicate that Runx2 mediates complex fine-tuning of gene expression in osteoblasts by both activating and repressing regulatory elements that are located in non-promoter regions.

## Discussion

Through comprehensive genomic analysis of Runx2 by ChIP-Seq, we describe widespread Runx2 binding throughout the genome of differentiating osteoblasts. In addition to Runx2 interaction at promoters, we find Runx2 binding in non-promoter regions regulating novel targets that are silenced or expressed at different stages of osteoblast differentiation. Runx2 peaks cluster into temporal and functional categories associated with genes in a broad range of cellular programs, including bone development, negative regulation of proliferation, active matrix formation and mechanisms for mineral deposition that reflect the progression of osteogenesis. Our data have identified new Runx2-regulated genes (*Tnfrsf19*, *Adamts4*, *Crabp2*, and *Ezh2*) that have established roles in bone formation, and more importantly, have extended the understanding of Runx2-mediated gene regulation to a broader range of cellular functions during osteoblast differentiation.

### Runx2 binding patterns identify stage-dependent osteogenic programs

Time-dependent Runx2 binding patterns underlie the dynamic gene regulation by Runx2 during osteoblastogenesis. We identified a large number of peaks, consistent with the increasing protein levels of Runx2 from the early osteoprogenitor to the mature osteoblast/osteocyte. The results from binary clustering, together with subsequent GO term analyses by GREAT, identified many categories associated with skeletal development and bone homeostasis. These findings support our initial hypothesis that distinct binding patterns of Runx2 at different stages of osteoblastogenesis have novel functional implications.

Our clustering analysis partitioned Runx2 peaks into two main categories: less variable steady-state binding (cluster 1, ubiquitous peaks) and more dynamic binding groups (clusters 2 to 7, stage-specific clusters). Steady-state binding of Runx2 persists from proliferative pre-osteoblasts to differentiating osteoblasts with binding signals plateauing during matrix deposition and mineralization stages. Peaks in this category represent genes related to housekeeping processes such as protein folding, negative regulation of mitotic cell cycle, and mRNA catabolism and processes not previously related to Runx2 (Additional file 4). The GO terms associated with stage-specific clusters include negative regulators of other cell lineages (that is, fat and smooth muscle cells) as well as positive regulators of osteogenesis. Thus, dynamic Runx2 binding primes, enhances and stabilizes the osteoblast phenotype as well as suppresses non-osteoblast lineages. Many Runx2 bound genes in cluster 4 (days 9 & 28, differentiation) have been demonstrated to contribute to *in vivo* bone formation [40]. Thus, the genomic profiling of Runx2 binding in our *in vitro* model system is consistent with the known properties of Runx2 in bone formation. More importantly, our profiling reveals pathways previously unknown to be controlled by Runx2 underlying biological mechanisms of general cellular processes.

### Runx2 binding functions at both non-promoter and promoter regions

Only a small proportion of sequence-specific transcription factors, such as Myc, have narrow distributions of binding around proximal promoters of genes [41-44]. In contrast, non-promoter binding is recognized for other transcription factors, including STAT1, RUNX1, ERα, CTCF, and HNF4α [41,45-49]. In a previous study, overexpression of Runx2 in prostate cancer cells revealed extensive non-promoter binding [50]. In our study, endogenous Runx2 binding across the genome was characterized during osteoblastogenesis. We found that over 70% of Runx2 occupancy was localized to non-promoter regions (intergenic, intron, exon, TTS, and upstream regions that constitute the bulk of the genome) during the differentiation of osteoblasts. 

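Outside promoters lay 89.1% of the Runx2 peaks at day 0, 95.5% at day 9 and 93.6% at day 28. The lowest shares came from counting any overlap of a peak with a promoter as promoter binding, with 70.7% at day 0, 84.7% at day 9 and 77.9% at day 28 outside promoters.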

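The number of Runx2 peaks outside promoters was 22680 at day 0, 57860 at day 9 and 37766 at day 28. The ratio of day 9 to day 0 was 2.55, and it moved most with a p-value of 1e-50 required, to 3.04.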

From days 0 to 9 there was a two-fold increase in the number of non-promoter peaks, indicating a functional association with the differentiation process. Runx2-dependent regulation through non-promoter peaks around the *Adamts4* and *Crabp2* genes provided direct evidence that non-promoter binding of Runx2 controls gene expression.

Although we have demonstrated the importance of non-promoter Runx2 binding events, Runx2 peaks at promoter regions have critical regulatory roles as well. In our data, Runx2 occupancy has the highest enrichment at promoter regions when compared with other genomic locations. 

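Promoters had the highest enrichment over random positions of the 6 categories at each time point, closely followed by exons at day 9. With promoters assigned before exons and introns, an order chosen after seeing the data, promoters held 27.6% of the peaks at day 0, 15.2% at day 9 and 20.7% at day 28, or 20.4, 11.2 and 15.3 times the random share, and exons at day 9 held 3.44 times the random share.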

Examples of this regulatory mode can be seen in some well-characterized Runx2 targets such as *Bsp* and *Ocn*, in line with established evidence that Runx2 can regulate these genes in a promoter-dependent manner [51-54]. The genes downregulated upon Runx2 silencing also displayed a clear enrichment of Runx2 signal at promoter regions (Figure 5B), exemplified in *Tnfrsf19*.

Gene expression in different biological settings is influenced by higher order three-dimensional chromatin complexes that involve looping of promoter and non-promoter elements, blurring the distinction of defined regulatory regions [55,56]. It is plausible that some Runx2 peaks in promoter and non-promoter regions may serve as nucleation sites for modifications of chromatin structures necessary for gene expression. Furthermore, transcription factors can interact with RNA polymerase II, CTCF, and other factors via higher-order chromatin conformations [55,57,58]. During osteoblastogenesis, Runx2 exhibited a distribution pattern among genomic elements similar to that of CTCF, suggesting that, like CTCF, Runx2 may have a functional role that extends beyond direct regulation of transcription. Consistent with this idea, Runx2 is able to form discernible foci associated with the nuclear matrix: a nuclear framework for organizing higher order chromatin structures. Runx2 truncated of the NMTS (nuclear matrix-targeting signal) domain results in diminished nuclear matrix association and disrupted expression of Runx2 target genes [59]. It is also noteworthy that the genes upregulated upon Runx2 knockdown have preferential Runx2 binding in intergenic regions, indicating that distal elements may have a regulatory role through long-range interactions. In addition, Runx2 binding at distal regions may contribute to chromatin remodeling through interacting with chromatin-modifying enzymes, as has been well documented at regulatory elements in osteoblasts and other cell models [12,13].

### The complexities of Runx2 binding and transcriptional regulation

Runx2 displays complex binding patterns similar to other lineage-specific transcription factors, such as PPAR-γ, MyoD, and GATA3 [16-19]. By systematic annotation of Runx2 peaks, multiple integrative analyses of gene expression combined with Runx2 binding profiles and direct experimental validation of individual targets, we defined Runx2 binding with biological outcomes during osteoblast differentiation. These analyses revealed that, for a small set of genes, the enrichment and binding patterns of Runx2 were indicators of gene expression. Genes that have decreased expression in the absence of Runx2 (by shRunx2 treatment) have a greater number of Runx2 peaks and greater fold change of peak signal at promoter and non-promoter regions when compared to non-responsive and gene length-matched controls. In contrast, genes upregulated by Runx2 knockdown tend to have fewer Runx2 peaks and smaller relative fold changes in peak signals when compared to controls. One notable finding that arose from our analysis was that genes that were downregulated in the absence of Runx2 had both a greater evolutionary conservation of Runx2 binding sites and tended to be longer than non-responsive and upregulated genes. It is unclear why this particular subset of genes (that is, genes normally activated by Runx2) would retain these features throughout evolution; however, this is an interesting point for future investigations. Although we demonstrated that Runx2 binding influences gene expression, a proportion of Runx2 peaks were found to have no direct function in transcriptional control of genes. This may be due to efficient but not complete knockdown of Runx2 by viral-mediated shRNA. Alternatively, similar to other transcription factors, many binding regions were found to be nonfunctional in transactivating luciferase reporters [33]. This finding suggests that binding of transcription factors may have a distinct function other than direct control of gene expression, consistent with previously described non-transcriptional functions and genome-organizing capabilities of Runx2 [59,60].

## Conclusions

Our findings provide a new level of understanding of the Runx2-mediated transcription program as defined by genome-wide Runx2 binding essential for osteoblastogenesis. Our data support that Runx2 functions at promoter and non-promoter regions at both previously known and novel targets. The impact of our study examining the global occupancy of endogenous Runx2 in differentiating osteoblasts sets a framework for novel mechanisms underlying bone biology.

## Materials and methods

### Cell culture

The calvaria-derived preosteoblast cell line MC3T3-E1 (Subclone 4) was obtained from ATCC (Manassas, VA, USA) and maintained in ascorbic acid-free alpha-MEM (Hyclone, Novato, CA, USA) supplemented with 10% fetal bovine serum (FBS; Hyclone), 2 mM L-glutamine, 100 U/ml of penicillin and 100 μg/ml streptomycin (Pen/Strep, Invitrogen, Carlsbad, CA,). To induce osteogenic differentiation, complete alpha-MEM was supplemented with 280 μM ascorbic acid and 10 mM beta-glycerophosphate (Sigma Aldrich, St. Louis, MO, USA). Cells were maintained at 37°C in a humidified 5% CO_2_ environment and media replaced every 2 to 3 days for the duration of all experiments.

### RNA isolation and quantitative PCR

Total RNA was isolated using Trizol reagent (Invitrogen) according to the manufacturers’ specifications. Total cellular RNA treated by DNaseI (Zymo, Irvine, CA, USA) was primed with random hexamers and reverse transcribed into cDNA using Superscript First-strand cDNA Synthesis Kit (Invitrogen) according to the manufacturer’s instructions. Gene expression was determined by quantitative real time PCR (qPCR) using iQ™ SYBR Green PCR Master Mix (BioRad, Hercules, CA, USA) in an ABI Prism 7300 thermocycler (Applied Biosystems, Foster City, CA, USA). For each gene, the expression level was normalized to that of *Hprt1* using 2^-ΔΔ*C*^_T_ method. Experiments were performed in triplicate and results are presented as mean values ± SEM. Primers for qPCR reactions were designed by FoxPrimer [61,62], and are available in Additional file 15.

### Runx2 knockdown and gene expression profiling

Lentiviruses carrying Runx2-shRNA and previously described control Scramble-shRNA [63] were used to infect MC3T3-E1 cells. Infected cells were subsequently detected by green fluorescent protein, sorted and grown to 90% confluency followed by osteogenic differentiation for 9 days. Knockdown experiments were performed in three biological replicates.

Microarray samples were handled following the manufacturers’ recommended protocols (Affymetrix, Santa Clara, CA, USA). Briefly, RNA isolated from MC3T3-E1 cells (day 0 and 9 scramble shRNA, and day 9 Runx2 shRNA) were reversely transcribed into cDNA using WT Expression Kit (Ambion, Austin, TX, USA), labeled and fragmented with GeneChip WT Terminal Labeling and Controls Kit. Labeled cDNAs were then hybridized to GeneChip Mouse Gene 1.0 ST Array rev.4 using a GeneChip Hybridization, Wash, and Stain Kit. Hybridization signals were obtained by GeneChip Scanner (Affymetrix). Microarray data were analyzed using Bioconductor (version 2.11) packages affy and limma in R (version 2.15.1) [64-67]. Briefly, after performing RMA (robust multichip average) normalization of microarray expression levels and filtering, differential expression was detected using a Bayesian moderated *t*-test. The Benjamini-Hochberg FDR [68] was applied to correct for multiple testing. The Affymetrix expression profiles were annotated to RefSeq genes [23]. These expression data have been deposited in the Gene Expresion Omnibus (GEO) database under accession number GSE53982.

### Western blot

Nuclei extracts were prepared from MC3T3-E1 cells using a protocol modified from Dignam *et al*. [69]. Primary antibodies and dilutions were: mouse anti-Runx2 monoclonal (Clone 8G5, MBL International, Woburn, MA, USA; 1:1,000); rabbit anti-H3 3H1 monoclonal (Cell Signaling, Danvers, MA, USA; 1:2,000). HRP-conjugated secondary antibodies and dilutions were: goat anti-mouse IgG (Santa Cruz, Dallas, TX, USA; 1:3,000); goat anti-rabbit IgG (Santa Cruz; 1:3,000). Detection of HRP was performed using a Western Lightning Plus Kit (Perkin Elmer, Waltham, MA, USA) followed by exposure onto Biomax Light film (Kodak, Rochester, NY, USA).

### Chromatin immunoprecipitation and high-throughput sequencing

At days 0, 9, and 28 of differentiation, approximately 1 × 10^8^ MC3T3-E1 cells were washed with PBS (phosphate-buffered saline) and then fixed on a plate with 1% formaldehyde for 8 minutes to crosslink DNA-protein complexes. The fixed cells were washed with ice-cold PBS, harvested, and pelleted. Nuclei extraction was performed using a protocol modified from Dignam *et al*. [69]. Isolated nuclei were sonicated using a Misonix S-4000 ultrasonic sonicator to obtain sheared chromatin ranging from 0.2 kb to 0.6 kb. Sheared chromatin was used for immunoprecipitation with Runx2 antibody (M-70, Santa Cruz) [70] or immunoglobulin G (IgG) (12-370, Millipore, Billerica, MA, USA) followed by purification using Protein-G Dynabeads (Invitrogen). Precipitated chromatin was washed with solutions of increasing salt concentration, and eluted and subsequently uncrosslinked at 65°C. DNA was recovered by phenol/chloroform/isoamyl alcohol extraction followed by ethanol precipitation. Libraries of purified DNA were generated using Illumina SR adapters (Illumina, San Diego, CA, USA) following the manufacturer’s manual. DNA libraries were selected for inserted fragments of 200 ± 50 bp, and single-end 36 base reads were generated on an Illumina Genome Analyzer II at the UMASS Deep-Seq core facility. Base calls and sequence reads were generated by Illumina CASAVA software (version 1.6; Illumina). Two independent biological repeats of Runx2 ChIP-Seq libraries were prepared for each time point, and two Input libraries were prepared with sonicated DNA from day 9 MC3T3-E1 cells.

### Analysis of ChIP-Seq data

Single-end 36 base sequences from Runx2 ChIP-Seq and input libraries were mapped to the mouse genome (assembly mm9) using Bowtie (version 0.12.8) [71]. Runx2 peaks and read counts were determined by MACS (version 1.4.1) [22] using default settings. Runx2 peaks that were significant at the *P* < 10^-10^ level were retained for subsequent analysis. For each of the three time points in our data, read counts were normalized to 10 million reads. The UCSC genome browser [72] was used to visualize Runx2 peaks.

Runx2 binding regions were classified on the basis of genomic location categories and annotated to known RefSeq genes [23]. Runx2 peaks were grouped into seven clusters based on the presence or absence of a peak. Runx2 peaks in each cluster were analyzed for GO terms using GREAT (version 2.0.2), using default association rules between ChIP-Seq peaks and annotated genes [73]. The conservation of Runx2 motifs associated with the genes responsive to shRunx2 were determined using phyloP [34]. Statistical significance was determined using Kolmogorov-Smirnov test.

PeaksToGenes [29,62] (Additional file 3) was used to test Runx2 binding in relation to the genes from microarray analysis. PeaksToGenes defines genomic intervals relative to all RefSeq genes, and in each window uses a non-parametric Wilcoxon rank sum test to calculate the probability and binding frequency. The comparisons were individually made between each responsive group and the non-responsive group to *Runx2* shRNA. Runx2 binding and Runx2-mediated transcription control were also evaluated by EMBER [30]. Analogous to discovering a sequence motif from functionally related DNA sequences [24], EMBER optimizes an expression pattern from a collection of genes’ expression data related by profiles of transcription factor binding and uses this information to determine which genes are potential regulatory targets of the transcription factor. For a detailed description of the PeaksToGenes and EMBER analysis, please refer to Additional file 3.

Functional genomic elements can be characterized by evolutionary conservation and have been shown to distinguish functionally verified from unverified transcription factor binding sites on human promoters [33]. For each ChIP-Seq peak (combined from day 0, 9, and 28 datasets), a Runx motif was used to identify the single most likely Runx2 binding site and the mean phyloP score [34] (for conservation among 30 vertebrate species) across the binding sites was computed. In order to compare conservation among genes that fell into different regulatory groups (shRunx2 downregulated, upregulated and non-responsive genes) based on our expression microarray measurements, phyloP scores were averaged among all ChIP-Seq peaks that were associated with individual genes to give an average measure of Runx2 conservation for each gene. To minimize the effect of gene length on Runx2 binding analysis, we compared the conservation of shRunx2-downregulated and -upregulated genes to randomly sampled, length-matched non-responsive genes. Statistical significance was determined by pair-wise conservation comparisons using Kolmogorov-Smirnov test.

The raw sequences and peak-related files in BED and WIG formats representing processed data have been deposited in the GEO database under accession number GSE54013.

### Luciferase assays and plasmid reporters

Selected Runx2 peak regions were cloned with MluI combined with BglII or XhoI into a pGL2-SV40-Luc reporter (Promega, Fitchburg, WI, USA). Primers used in cloning are listed in Additional file 16. A pGL2-SV40-Luc reporter with minimum SV40 promoter was used as mock control. Reporter plasmids with Runx2 peak regions and pGL2-SV40-Luc empty vector were co-transfected with pcDNA3.1-Runx2-WT or pcDNA3.1-EV into MC3T3 cells. Transfected cells were then differentiated for 7 days before luciferase activities were determined by Dual-Glo Luciferase Assay Kit (Promega). A second set of luciferase assays was done in differentiating MC3T3-E1 cells stably infected with a doxycycline-inducible pLKO-puro-Tet-on-Rx2shRNA lentiviral vector. This vector was constructed by re-cloning a previously validated Runx2 shRNA sequence [63] to Tet-pLKO-puro plasmid (catalog number 21915, Addgene, Cambridge, MA, USA). Luciferase activities from MC3T3-E1 cells treated with or without 2.5 μg/ml doxycycline were examined at day 7 after differentiation (Figure 6).

## Abbreviations

bp: base pair; ChIP: chromatin immunoprecipitation; FDR: false discovery rate; GEO: Gene Expresion Omnibus; GO: Gene Ontology; qPCR: quantitative real time polymerase chain reaction; shRNA: short hairpin RNA; TSS: transcription start site; TTS: transcription termination site; UTR: untranslated region, SEM, standard error of mean.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HW and JARG conceived and designed the experiments. HW performed the experiments. TWW, JRD, and HW performed bioinformatics data analysis. HW, JARG, TWW, and JRD interpreted the data with insights from PWLT, JBL, JLS, AVW, and GSS. HW, TWW, JARG, JRD, PWLT, JBL, and JLS wrote the paper with help from AVW and GSS. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S3 Summary of MC3T3 Runx2 ChIP-Seq. This table lists the read numbers and genome coverage of Runx2 ChIP-Seq libraries. Click here for file

Additional file 2: Table S4 Distribution patterns of Runx2 peaks across genomic locations. This table is related to Figure 2. Click here for file

Additional file 3 Detailed description of ChIP-PCR, ChIP-Seq with bioinformatics analysis, and supplemental figure legends. Click here for file

Additional file 4: Table S5 GREAT Gene Ontology terms. This table contains the top GO terms assigned by GREAT to clusters 1 to 7 defined in Figure 3A. Click here for file

Additional file 5: Figure S1 GO term analysis from GREAT for clusters 1 to 3 and 5 to 7 in Figure 3A. This is related to Figure 3. Click here for file

Additional file 6: Figure S8 Validation of Runx2 peaks by ChIP-PCR. This figure is related to Figures 4, 5 and 6. Click here for file

Additional file 7: Figure S2 Runx2 peaks associated with *Bsp* gene during differentiation. This figure is related to Figure 4. Click here for file

Additional file 8: Table S6 Detailed annotation of Runx2 peaks. This table is a meta-spreadsheet of Runx2 peaks annotated to RefSeq genes. Click here for file

Additional file 9: Figure S3 Validation of Runx2 knockdown in MC3T3 cells. This figure is related to Figure 5. Click here for file

Additional file 10: Figure S4 Additional characteristics of Runx2 binding in shRunx2 responsive genes. This figure is related to Figure 5. Click here for file

Additional file 11: Figure S5 PeaksToGenes analysis of Runx2 occupancy in *Runx2* shRNA-responsive genes. This figure is related to Figure 5E. Click here for file

Additional file 12: Figure S6 EMBER analyses of Runx2 binding in the genes differentially regulated by Runx2 knockdown. This figure is related to Figure 5. Click here for file

Additional file 13: Figure S7 Validation of novel Runx2 target *Tnfrsf19*. This figure is related to Figure 6. Click here for file

Additional file 14: Table S7 Genes responsive to *Runx2* shRNA. This table lists the genes that are up- or down- regulated by shRunx2 treatment in MC3T3 cells differentiated for 9 days. Click here for file

Additional file 15: Table S1 qPCR and ChIP-PCR primers. Click here for file

Additional file 16: Table S2 Cloning primers. This table contains the primers used for plasmid construction. Click here for file

## References

[B1] KomoriTSignaling networks in RUNX2-dependent bone developmentJ Cell Biochem201111275075510.1002/jcb.2299421328448

[B2] LianJBSteinGSJavedAvan WijnenAJSteinJLMontecinoMHassanMQGaurTLengnerCJYoungDWNetworks and hubs for the transcriptional control of osteoblastogenesisRev Endocr Metab Disord200671161705143810.1007/s11154-006-9001-5

[B3] LongFBuilding strong bones: molecular regulation of the osteoblast lineageNat Rev Mol Cell Biol20121327382218942310.1038/nrm3254

[B4] OttoFKaneganeHMundlosSMutations in the RUNX2 gene in patients with cleidocranial dysplasiaHum Mutat20021920921610.1002/humu.1004311857736

[B5] HechtJSeitzVUrbanMWagnerFRobinsonPNStiegeADieterichCKornakUWilkeningUBrieskeNZwingmanCKidessAStrickerSMundlosSDetection of novel skeletogenesis target genes by comprehensive analysis of a Runx2(-/-) mouse modelGene Expr Patterns2007710211210.1016/j.modgep.2006.05.01416829211

[B6] VaesBLDucyPSijbersAMHendriksJMvan SomerenEPde JongNGvan den HeuvelEROlijveWvan ZoelenEJDecheringKJMicroarray analysis on Runx2-deficient mouse embryos reveals novel Runx2 functions and target genes during intramembranous and endochondral bone formationBone20063972473810.1016/j.bone.2006.04.02416774856

[B7] JeonMJKimJAKwonSHKimSWParkKSParkSWKimSYShinCSActivation of peroxisome proliferator-activated receptor-gamma inhibits the Runx2-mediated transcription of osteocalcin in osteoblastsJ Biol Chem2003278232702327710.1074/jbc.M21161020012704187

[B8] ZhangYYLiXQianSWGuoLHuangHYHeQLiuYMaCGTangQQDown-regulation of type I Runx2 mediated by dexamethasone is required for 3T3-L1 adipogenesisMol Endocrinol20122679880810.1210/me.2011-128722422618PMC5417096

[B9] GersbachCAByersBAPavlathGKGarciaAJRunx2/Cbfa1 stimulates transdifferentiation of primary skeletal myoblasts into a mineralizing osteoblastic phenotypeExp Cell Res200430040641710.1016/j.yexcr.2004.07.03115475005

[B10] SchroederTMJensenEDWestendorfJJRunx2: a master organizer of gene transcription in developing and maturing osteoblastsBirth Defects Res C Embryo Today20057521322510.1002/bdrc.2004316187316

[B11] ZaidiSKYoungDWMontecinoMALianJBvan WijnenAJSteinJLSteinGSMitotic bookmarking of genes: a novel dimension to epigenetic controlNat Rev Genet20101158358910.1038/nrg282720628351PMC3033599

[B12] BradleyEWMcGee-LawrenceMEWestendorfJJHdac-mediated control of endochondral and intramembranous ossificationCrit Rev Eukaryot Gene Expr20112110111310.1615/CritRevEukarGeneExpr.v21.i2.1022077150PMC3218555

[B13] PelletierNChampagneNStifaniSYangXJMOZ and MORF histone acetyltransferases interact with the Runt-domain transcription factor Runx2Oncogene2002212729274010.1038/sj.onc.120536711965546

[B14] VillagraACruzatFCarvalloLParedesROlateJvan WijnenAJSteinGSLianJBSteinJLImbalzanoANMontecinoMChromatin remodeling and transcriptional activity of the bone-specific osteocalcin gene require CCAAT/enhancer-binding protein beta-dependent recruitment of SWI/SNF activityJ Biol Chem2006281226952270610.1074/jbc.M51164020016772287

[B15] van WijnenAJSteinGSGergenJPGronerYHiebertSWItoYLiuPNeilJCOhkiMSpeckNNomenclature for Runt-related (RUNX) proteinsOncogene2004234209421010.1038/sj.onc.120775815156174

[B16] MikkelsenTSXuZZhangXWangLGimbleJMLanderESRosenEDComparative epigenomic analysis of murine and human adipogenesisCell201014315616910.1016/j.cell.2010.09.00620887899PMC2950833

[B17] CaoYYaoZSarkarDLawrenceMSanchezGJParkerMHMacQuarrieKLDavisonJMorganMTRuzzoWLGentlemanRCTapscottSJGenome-wide MyoD binding in skeletal muscle cells: a potential for broad cellular reprogrammingDev Cell20101866267410.1016/j.devcel.2010.02.01420412780PMC2910615

[B18] ZhangJAMortazaviAWilliamsBAWoldBJRothenbergEVDynamic transformations of genome-wide epigenetic marking and transcriptional control establish T cell identityCell201214946748210.1016/j.cell.2012.01.05622500808PMC3336965

[B19] HandokoLXuHLiGNganCYChewESchnappMLeeCWYeCPingJLMulawadiFWongEShengJZhangYPohTChanCSKunarsoGShahabABourqueGCacheux-RataboulVSungWKRuanYWeiCLCTCF-mediated functional chromatin interactome in pluripotent cellsNat Genet20114363063810.1038/ng.85721685913PMC3436933

[B20] WangDChristensenKChawlaKXiaoGKrebsbachPHFranceschiRTIsolation and characterization of MC3T3-E1 preosteoblast subclones with distinct in vitro and in vivo differentiation/mineralization potentialJ Bone Miner Res19991489390310.1359/jbmr.1999.14.6.89310352097

[B21] ChoiJYLeeBHSongKBParkRWKimISSohnKYJoJSRyooHMExpression patterns of bone-related proteins during osteoblastic differentiation in MC3T3-E1 cellsJ Cell Biochem19966160961810.1002/(SICI)1097-4644(19960616)61:4<609::AID-JCB15>3.0.CO;2-A8806085

[B22] ZhangYLiuTMeyerCAEeckhouteJJohnsonDSBernsteinBENusbaumCMyersRMBrownMLiWLiuXSModel-based analysis of ChIP-Seq (MACS)Genome Biol20089R13710.1186/gb-2008-9-9-r13718798982PMC2592715

[B23] PruittKDTatusovaTMaglottDRNCBI reference sequences (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteinsNucleic Acids Res200735D61D6510.1093/nar/gkl84217130148PMC1716718

[B24] BaileyTLBodenMBuskeFAFrithMGrantCEClementiLRenJLiWWNobleWSMEME SUITE: tools for motif discovery and searchingNucleic Acids Res200937W202W20810.1093/nar/gkp33519458158PMC2703892

[B25] LeeBKIyerVRGenome-wide studies of CCCTC-binding factor (CTCF) and cohesin provide insight into chromatin structure and regulationJ Biol Chem2012287309063091310.1074/jbc.R111.32496222952237PMC3438923

[B26] Portales-CasamarEThongjueaSKwonATArenillasDZhaoXValenEYusufDLenhardBWassermanWWSandelinAJASPAR 2010: the greatly expanded open-access database of transcription factor binding profilesNucleic Acids Res201038D105D11010.1093/nar/gkp95019906716PMC2808906

[B27] WeiYChenYHLiLYLangJYehSPShiBYangCCYangJYLinCYLaiCCHungMCCDK1-dependent phosphorylation of EZH2 suppresses methylation of H3K27 and promotes osteogenic differentiation of human mesenchymal stem cellsNat Cell Biol201113879410.1038/ncb213921131960PMC3076036

[B28] MalhotraSMorcillo-SuarezCNurtdinovRRioJSarroEMorenoMCastilloJNavarroAMontalbanXComabellaMRoles of the ubiquitin peptidase USP18 in multiple sclerosis and the response to interferon-beta treatmentEur J Neurol2013201390139710.1111/ene.1219323700969

[B29] PeaksToGenes[https://github.com/peakstogenes/PeaksToGenes]

[B30] Maienschein-ClineMZhouJWhiteKPSciammasRDinnerARDiscovering transcription factor regulatory targets using gene expression and binding dataBioinformatics20122820621310.1093/bioinformatics/btr62822084256PMC3259433

[B31] KellisMPattersonNEndrizziMBirrenBLanderESSequencing and comparison of yeast species to identify genes and regulatory elementsNature200342324125410.1038/nature0164412748633

[B32] StarkALinMFKheradpourPPedersenJSPartsLCarlsonJWCrosbyMARasmussenMDRoySDeorasANRubyJGBrenneckeJHodgesEHinrichsASCaspiAPatenBParkSWHanMVMaederMLPolanskyBJRobsonBEAertsSvan HeldenJHassanBGilbertDGEastmanDARiceMWeirMHahnMWParkYDiscovery of functional elements in 12 Drosophila genomes using evolutionary signaturesNature200745021923210.1038/nature0634017994088PMC2474711

[B33] WhitfieldTWWangJCollinsPJPartridgeECAldredSFTrinkleinNDMyersRMWengZFunctional analysis of transcription factor binding sites in human promotersGenome Biol201213R5010.1186/gb-2012-13-9-r5022951020PMC3491394

[B34] SiepelAPollardKSHausslerDApostolico A, Guerra C, Istrail S, Pevzner P, Waterman MNew methods for detecting lineage-specific selectionResearch in Computational Molecular Biology, 10th Annual International Conference, RECOMB 2006; April 2-5, 2006: Venice, Italy2006Berlin: Springer-Verlag190205

[B35] QiuWHuYAndersenTEJafariALiNChenWKassemMTumor necrosis factor receptor superfamily member 19 (TNFRSF19) regulates differentiation fate of human mesenchymal (stromal) stem cells through canonical Wnt signaling and C/EBPJ Biol Chem2010285144381444910.1074/jbc.M109.05200120223822PMC2863178

[B36] SoneSNakamuraMMaruyaYTakahashiIMizoguchiIMayanagiHSasanoYExpression of versican and ADAMTS during rat tooth eruptionJ Mol Histol20053628128810.1007/s10735-005-5534-216200461

[B37] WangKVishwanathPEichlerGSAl-SebaeiMOEdgarCMEinhornTASmithTFGerstenfeldLCAnalysis of fracture healing by large-scale transcriptional profile identified temporal relationships between metalloproteinase and ADAMTS mRNA expressionMatrix Biol20062527128110.1016/j.matbio.2006.02.00116584876

[B38] ThirunavukkarasuKPeiYMooreTLWangHYuXPGeiserAGChandrasekharSRegulation of the human ADAMTS-4 promoter by transcription factors and cytokinesBiochem Biophys Res Commun200634519720410.1016/j.bbrc.2006.04.02316677612

[B39] BeckGRJrZerlerBMoranEGene array analysis of osteoblast differentiationCell Growth Differ200112618311243467

[B40] BaldridgeDShchelochkovOKelleyBLeeBSignaling pathways in human skeletal dysplasiasAnnu Rev Genomics Hum Genet20101118921710.1146/annurev-genom-082908-15015820690819

[B41] LeeBKBhingeAABattenhouseAMcDaniellRMLiuZSongLNiYBirneyELiebJDFureyTSCrawfordGEIyerVRCell-type specific and combinatorial usage of diverse transcription factors revealed by genome-wide binding studies in multiple human cellsGenome Res20122292410.1101/gr.127597.11122090374PMC3246210

[B42] BirneyEStamatoyannopoulosJDuttaAGuigóRGingerasTRMarguliesEHWengZSnyderMDermitzakisETThurmanREKuehnMSTaylorCMNephSKochCMAsthanaSMalhotraAAdzhubeiIGreenbaumJAndrewsRMFlicekPBoylePJCaoHCarterNPClellandGKDavisSDayNDhamiPDillonSCDorschnerMOFieglerHIdentification and analysis of functional elements in 1% of the human genome by the ENCODE pilot projectNature200744779981610.1038/nature0587417571346PMC2212820

[B43] NephSVierstraJStergachisABReynoldsAPHaugenEVernotBThurmanREJohnSSandstromRJohnsonAKMauranoMTHumbertRRynesEWangHVongSLeeKBatesDDiegelMRoachVDunnDNeriJSchaferAHansenRSKutyavinTGisteEWeaverMCanfieldTSaboPZhangMBalasundaramGAn expansive human regulatory lexicon encoded in transcription factor footprintsNature2012489839010.1038/nature1121222955618PMC3736582

[B44] FarnhamPJInsights from genomic profiling of transcription factorsNat Rev Genet20091060561610.1038/nrg263619668247PMC2846386

[B45] RobertsonGHirstMBainbridgeMBilenkyMZhaoYZengTEuskirchenGBernierBVarholRDelaneyAThiessenNGriffithOLHeAMarraMSnyderMJonesSGenome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencingNat Methods2007465165710.1038/nmeth106817558387

[B46] StenderJDKimKCharnTHKommBChangKCKrausWLBennerCGlassCKKatzenellenbogenBSGenome-wide analysis of estrogen receptor alpha DNA binding and tethering mechanisms identifies Runx1 as a novel tethering factor in receptor-mediated transcriptional activationMol Cell Biol2010303943395510.1128/MCB.00118-1020547749PMC2916448

[B47] TijssenMRCvejicAJoshiAHannahRLFerreiraRForraiABellissimoDCOramSHSmethurstPAWilsonNKWangXOttersbachKStempleDLGreenAROuwehandWHGottgensBGenome-wide analysis of simultaneous GATA1/2, RUNX1, FLI1, and SCL binding in megakaryocytes identifies hematopoietic regulatorsDev Cell20112059760910.1016/j.devcel.2011.04.00821571218PMC3145975

[B48] ViselABlowMJLiZZhangTAkiyamaJAHoltAPlajzer-FrickIShoukryMWrightCChenFAfzalVRenBRubinEMPennacchioLAChIP-seq accurately predicts tissue-specific activity of enhancersNature200945785485810.1038/nature0773019212405PMC2745234

[B49] WeltmeierFBorlakJA high resolution genome-wide scan of HNF4alpha recognition sites infers a regulatory gene network in colon cancerPLoS One20116e2166710.1371/journal.pone.002166721829439PMC3145629

[B50] LittleGHNoushmehrHBaniwalSKBermanBPCoetzeeGAFrenkelBGenome-wide Runx2 occupancy in prostate cancer cells suggests a role in regulating secretionNucleic Acids Res2012403538354710.1093/nar/gkr121922187159PMC3333873

[B51] JavedABarnesGLJasanyaBOSteinJLGerstenfeldLLianJBStein GS: runt homology domain transcription factors (Runx, Cbfa, and AML) mediate repression of the bone sialoprotein promoter: evidence for promoter context-dependent activity of Cbfa proteinsMol Cell Biol2001212891290510.1128/MCB.21.8.2891-2905.200111283267PMC86918

[B52] ParedesRArriagadaGCruzatFVillagraAOlateJZaidiKvan WijnenALianJBSteinGSSteinJLMontecinoMBone-specific transcription factor Runx2 interacts with the 1alpha,25-dihydroxyvitamin D3 receptor to up-regulate rat osteocalcin gene expression in osteoblastic cellsMol Cell Biol2004248847886110.1128/MCB.24.20.8847-8861.200415456860PMC517904

[B53] PazJWadeKKiyoshimaTSodekJTangJTuQYamauchiMChenJTissue- and bone cell-specific expression of bone sialoprotein is directed by a 9.0 kb promoter in transgenic miceMatrix Biol20052434135210.1016/j.matbio.2005.05.00915970437

[B54] RocaHPhimphilaiMGopalakrishnanRXiaoGFranceschiRTCooperative interactions between RUNX2 and homeodomain protein-binding sites are critical for the osteoblast-specific expression of the bone sialoprotein geneJ Biol Chem2005280308453085510.1074/jbc.M50394220016000302

[B55] LiGRuanXAuerbachRKSandhuKSZhengMWangPPohHMGohYLimJZhangJSimHSPehSQMulawadiFHOngCTOrlovYLHongSZhangZLandtSRahaDEuskirchenGWeiCLGeWWangHDavisCFisher-AylorKIMortazaviAGersteinMGingerasTWoldBSunYExtensive promoter-centered chromatin interactions provide a topological basis for transcription regulationCell2012148849810.1016/j.cell.2011.12.01422265404PMC3339270

[B56] KowalczykMSHughesJRGarrickDLynchMDSharpeJASloane-StanleyJAMcGowanSJDe GobbiMHosseiniMVernimmenDBrownJMGrayNECollavinLGibbonsRJFlintJTaylorSBuckleVJMilneTAWoodWGHiggsDRIntragenic enhancers act as alternative promotersMol Cell20124544745810.1016/j.molcel.2011.12.02122264824

[B57] Lieberman-AidenEvan BerkumNLWilliamsLImakaevMRagoczyTTellingAAmitILajoieBRSaboPJDorschnerMOSandstromRBernsteinBBenderMAGroudineMGnirkeAStamatoyannopoulosJMirnyLALanderESDekkerJComprehensive mapping of long-range interactions reveals folding principles of the human genomeScience200932628929310.1126/science.118136919815776PMC2858594

[B58] Tan-WongSMZauggJBCamblongJXuZZhangDWMischoHEAnsariAZLuscombeNMSteinmetzLMProudfootNJGene loops enhance transcriptional directionalityScience201233867167510.1126/science.122435023019609PMC3563069

[B59] ZaidiSKJavedAChoiJYvan WijnenAJSteinJLLianJBSteinGSA specific targeting signal directs Runx2/Cbfa1 to subnuclear domains and contributes to transactivation of the osteocalcin geneJ Cell Sci2001114309331021159023610.1242/jcs.114.17.3093

[B60] YoungDWHassanMQPratapJGalindoMZaidiSKLeeSHYangXXieRJavedAUnderwoodJMFurcinittiPImbalzanoANPenmanSNickersonJAMontecinoMALianJBSteinJLvan WijnenAJSteinGSMitotic occupancy and lineage-specific transcriptional control of rRNA genes by Runx2Nature200744544244610.1038/nature0547317251981

[B61] FoxPrimer qPCR Primer Design Suite[http://www.foxprimer.org]

[B62] DobsonJRNuclear organization in breast cancePhD thesis2013UMASS Medical School

[B63] PratapJWixtedJJGaurTZaidiSKDobsonJGokulKDHussainSvan WijnenAJSteinJLSteinGSLianJBRunx2 transcriptional activation of Indian Hedgehog and a downstream bone metastatic pathway in breast cancer cellsCancer Res2008687795780210.1158/0008-5472.CAN-08-107818829534PMC2596479

[B64] R: A Language and Environment for Statistical Computing[http://www.R-project.org]

[B65] GautierLCopeLBolstadBMIrizarryRAaffy–analysis of Affymetrix GeneChip data at the probe levelBioinformatics20042030731510.1093/bioinformatics/btg40514960456

[B66] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJHornikKHothornTHuberWIacusSIrizarryRLeischFLiCMaechlerMRossiniAJSawitzkiGSmithCSmythGTierneyLYangJYZhangJBioconductor: open software development for computational biology and bioinformaticsGenome Biol20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B67] SmythGKGentleman R, Carey VJ, Huber W, Irizarry RA, Dudoit SLimma: linear models for microarray dataBioinformatics and Computational Biology Solutions Using R and Bioconductor2005New York: Springer397420[Gail M, Krickeberg K, Samet J, Tsiatis A, Wong W (Series Editors): *Statistics for Biology and Health*]

[B68] BenjaminiYHochbergYControlling the false discovery rate - a practical and powerful approach to multiple testingJ R Stat Soc Series B Methodol199557289300

[B69] DignamJDLebovitzRMRoederRGAccurate transcription initiation by RNA polymerase II in a soluble extract from isolated mammalian nucleiNucleic Acids Res1983111475148910.1093/nar/11.5.14756828386PMC325809

[B70] van der DeenMAkechJLapointeDGuptaSYoungDWMontecinoMAGalindoMLianJBSteinJLSteinGSvan WijnenAJGenomic promoter occupancy of runt-related transcription factor RUNX2 in Osteosarcoma cells identifies genes involved in cell adhesion and motilityJ Biol Chem20122874503451710.1074/jbc.M111.28777122158627PMC3281617

[B71] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol200910R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B72] KentWJSugnetCWFureyTSRoskinKMPringleTHZahlerAMHausslerDThe human genome browser at UCSCGenome Res200212996100610.1101/gr.22910212045153PMC186604

[B73] McLeanCYBristorDHillerMClarkeSLSchaarBTLoweCBWengerAMBejeranoGGREAT improves functional interpretation of cis-regulatory regionsNat Biotechnol20102849550110.1038/nbt.163020436461PMC4840234

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 1: Table S3 — Summary of MC3T3 Runx2 ChIP-Seq. This table lists the read numbers and genome coverage of Runx2 ChIP-Seq libraries.

**Table S3 Summary of Runx2 ChIP-Seq libraries**

| <b>Time point</b> | <b>Replicate</b> | <b>Raw reads</b> | <b>Peaks</b> | <b>Genome coverage</b> |
|-------------------|------------------|------------------|--------------|------------------------|
| Day 0             | 2                | 77,753,556       | 25,457       | 6.22 x                 |
| Day 9             | 2                | 33,414,085       | 60,596       | 2.67 x                 |
| Day 28            | 2                | 28,418,309       | 40,330       | 2.27 x                 |

Note: genome coverage = (number of raw reads number x average fragment size)/mouse genome size. Average fragment size = 200 bp, and mouse genome size =  $2.5 \times 10^9$  bp.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 2: Table S4 — Distribution patterns of Runx2 peaks across genomic locations. This table is related to Figure 2.

**Table S4 Distribution patterns of Runx2 peaks across 6 categories of genomic locations**

| <b>number of peaks at different stages of differentiation</b> |                 |             |               |                 |            |                   |              |
|---------------------------------------------------------------|-----------------|-------------|---------------|-----------------|------------|-------------------|--------------|
|                                                               | <b>upstream</b> | <b>exon</b> | <b>intron</b> | <b>promoter</b> | <b>tts</b> | <b>intergenic</b> | <b>total</b> |
| proliferation (day 0)                                         | 2678            | 3470        | 8341          | 4490            | 229        | 6249              | 25457        |
| matrix deposition (day9)                                      | 6665            | 7384        | 24646         | 5339            | 670        | 15892             | 60596        |
| mineralization (day 28)                                       | 4345            | 4994        | 15072         | 5185            | 385        | 10349             | 40330        |

| <b>Fraction of Runx2 peaks at different stages of differentiation</b> |                 |             |               |                 |            |                   |              |
|-----------------------------------------------------------------------|-----------------|-------------|---------------|-----------------|------------|-------------------|--------------|
|                                                                       | <b>upstream</b> | <b>exon</b> | <b>intron</b> | <b>promoter</b> | <b>tts</b> | <b>intergenic</b> | <b>total</b> |
| proliferation (day 0)                                                 | 10.5%           | 13.6%       | 32.8%         | 17.6%           | 0.9%       | 24.5%             | 100.0%       |
| matrix deposition (day9)                                              | 11.0%           | 12.2%       | 40.7%         | 8.8%            | 1.1%       | 26.2%             | 100.0%       |
| mineralization (day 28)                                               | 10.8%           | 12.4%       | 37.4%         | 12.9%           | 1.0%       | 25.7%             | 100.0%       |

| <b>number and fraction of all Runx2 peaks during differentiation</b> |                 |                 |                  |                  |                 |                   |              |
|----------------------------------------------------------------------|-----------------|-----------------|------------------|------------------|-----------------|-------------------|--------------|
|                                                                      | <b>upstream</b> | <b>exons</b>    | <b>introns</b>   | <b>promoters</b> | <b>tts</b>      | <b>intergenic</b> | <b>total</b> |
| peak number                                                          | 8661            | 9066            | 31598            | 7118             | 837             | 21461             | 78741        |
| fraction                                                             | 11.0%           | 11.5%           | 40.1%            | 9.0%             | 1.1%            | 27.3%             | 100.0%       |
| random control                                                       | 6.3% ±<br>0.06% | 1.7% ±<br>0.02% | 23.5% ±<br>0.08% | 0.5% ±<br>0.04%  | 0.5% ±<br>0.03% | 67.5% ±<br>0.07%  | 100.0%       |

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 3 — Detailed description of ChIP-PCR, ChIP-Seq with bioinformatics analysis, and supplemental figure legends.

## **Supplemental Materials and Methods**

### **Chromatin immunoprecipitation and High-throughput sequencing**

At day 0, 9, and 28 of differentiation, approximately  $1 \times 10^8$  MC3T3-E1 cells were washed with PBS and then fixed with 1% formaldehyde for 8 minutes to crosslink DNA-protein complexes. The fixed cells were washed with ice-cold PBS, harvested by scraping, pelleted, and resuspended in nuclei isolation buffer A (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% IGEPAL CA-630, 0.25% Triton-X100, Roche complete protease inhibitor) for 10 minutes at 4°C with constant rotation. Nuclei were then pelleted by centrifugation, washed in washing buffer B for 10 minutes at room temperature (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 1 mM EGTA, Roche complete protease inhibitor), collected by centrifugation and resuspended in lysis buffer C (10 mM Tris-HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-laurylsarcosine Roche complete protease inhibitor). Isolated chromatin was sheared using a Misonix S-4000 ultrasonic sonicator for 12 minutes (1 second on, 2 seconds off) at 30% power output to a range from 0.2 kb to 0.6 kb. Isolated chromatin was then used for immunoprecipitation with Runx2 antibody (M-70, Santa Cruz) or immunoglobulin G (IgG) (12-370, Millipore) as a control followed by Protein-G Dynabeads (Invitrogen). Immunoprecipitates were collected, washed three times with low salt buffer (20 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.1% SDS, 1% Triton-X100, and 150 mM NaCl), washed one time with high salt buffer (20 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.1% SDS, 1% Triton-X100, and 500 mM NaCl) and one time with TEN buffer (50 mM Tris-HCl pH 8.0, 1 mM EDTA, and 50 mM NaCl), and eluted into elution buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, and 1% SDS) at 55°C for 30 minutes with shaking. Chromatin was then uncrosslinked at 65°C overnight, and treated with RNase A for 2 hours followed by Proteinase K for 2 hours at 55°C. DNA was then recovered by phenol/chloroform/isoamyl alcohol (25:24:1) extraction followed by ethanol precipitation. Uncrosslinked ChIP DNA was then end-repaired using End-It DNA End-repair Kit (Epicentre Biotechnologies), A-tailed with Klenow DNA polymerase (Epicentre Biotechnologies)

and ligated to Illumina SR adapters (Illumina) using Fast-Link DNA ligase (Epicentre Biotechnologies). Adapter-ligated DNA libraries were then amplified by PCR and the resulting product resolved by agarose-gel electrophoresis. A fraction of DNA with inserted fragments of  $200 \pm 50$  bp was then excised and gel purified. Purified DNA was sequenced for single-end 36 bases on an Illumina Genome Analyzer II following manufacturer's protocols. Base calls and sequence reads were generated by Illumina CASAVA software (version 1.6, Illumina). Two independent biological repeats of Runx2 ChIP-Seq libraries were prepared for each time point, and two input libraries were prepared with sonicated DNA from day 9 MC3T3-E1 cells. The detailed information on Runx2 ChIP-Seq libraries can be found in Additional file 2, Table S3.

### **ChIP-qPCR**

For each ChIP-qPCR reaction, 0.2 ng DNA recovered from ChIP experiments were used as template. Fold enrichment of targeted regions was calculated by normalizing the enrichment of targeted regions in Runx2 ChIP to that in control IgG ChIP from three biological replicates using  $2^{-\Delta\Delta C_T}$  method. Primers for ChIP-qPCR reactions were designed by FoxPrimer ([www.foxprimer.org](http://www.foxprimer.org), Dobson, J.R., PhD thesis 2013 at UMASS Medical School), and are available in Additional file 15, Table S1.

### **Bioinformatics analysis of ChIP-Seq data**

#### **A. Analysis of ChIP-seq data**

Short reads from two biological repeats of Runx2 ChIP-seq and input libraries were combined and mapped respectively to the mouse genome (assembly mm9) using Bowtie (version 0.12.8) [1]. Read densities and regions of statistically significant enrichment ("peaks") were determined using MACS (Model-Based Analysis of ChIP-Seq, version 1.4.1) [2] using default settings. Peaks of ChIP-seq enrichment with  $p < 10^{-10}$ , relative to input, were considered significant and

included in subsequent analyses. During differentiation, 25,457 (day 0), 60,596 (day 9) and 40,330 (day 28) unique peaks were called. ChIP-seq read densities were normalized to a total of 10 million reads across each of the three time-points that were collected.

The RUNX2 motif (position weight matrix) was determined *de novo* using MEME-ChIP in MEME SUITE (version 4.7.0) [3] to analyze the 500 most significant peaks according to MACS in our ChIP-seq data-sets. The resulting motif was present in 459 out of 500 peaks with an E-value of  $4.7 \times 10^{-200}$ . The *de novo* motif was compared to a library of known motifs using TOMTOM [3] and was similar (E-value= $2.6 \times 10^{-4}$ , q-value= $2.6 \times 10^{-4}$ ) to the JASPAR MA0002.2 RUNX motif [4]. To compute the distribution of RUNX2 motifs among categories of genomic locations, our *de novo* discovered RUNX2 motif was scanned across the mouse genome using FIMO [3] (version 4.7.0) with a significance threshold of  $p < 10^{-4}$ , resulting in 780,747 occurrences.

For the purposes of classifying Runx2 binding regions on the basis of genomic location categories, gene annotations were taken from RefSeq [5], and elements had the following definitions: promoters were 1000 bp upstream of TSSs to 150 bp downstream of TSSs, excluding any exons or introns; upstream elements 20 kb upstream of TSSs to 1000 upstream bp of TSSs, excluding any overlaps with promoters, exons or introns; TTS regions were 150 bp upstream of TTSs to 1000 bp downstream of TTSs, excluding any exons, introns or promoters and intergenic genomic regions were those that satisfy none of the above definitions. The distributions of ChIP-seq binding regions among categories of genomic locations were determined by locating each peak summit in one category.

A random background distribution among location categories, so defined, was computed by sampling genomic coordinates from a uniform distribution with size matched to the summit regions of Runx2 peaks (peak summit  $50 \pm$  bp). To estimate the variance in this distribution, the background was independently sampled five times, in each case for a number of “peaks” equal

to that in the Runx2 ChIP-seq data. Runx2 binding patterns at three differentiation stages were characterized to seven clusters based on the absence and presence of peaks.

## **B. GREAT analysis**

GO term analyses of ChIP-Seq peaks in each cluster were done in GREAT (version 2.0.2, <http://bejerano.stanford.edu/great/public/html>) with its default association rule of peak to gene at 1 Mb [6]. All listed terms satisfy a binomial and hypergeometric FDR  $q$ -value  $\leq 0.05$  and binomial and hypergeometric fold enrichment  $\geq 2$ . The blue boxes left to each term are indicative of scores of  $p$  value from binomial enrichment test (i.e., score =  $-\log_{10}(p \text{ value})$ ). Term coverage is computed as: coverage = (number of gene associated with Runx2 peaks of a term)/(total number of genes in a term).

## **C. Runx2 binding profiles of Runx2 responsive genes**

Runx2 binding profiles (average peak number, peak distribution across genomic location categories, and average fold change of peak mean signals) of shRunx2 responsive genes, upregulated or downregulated, were compared respectively to those aspects of control shRunx2 non-responsive genes characterized in Affymetrix microarray profiling at day 9. shRunx2 responsive genes are those mRNA levels significantly changed by shRunx2 treatment with a FDR threshold of 0.05 and a fold-change cutoff of 1.5 in comparison to that in control Scr treatment; those genes that did not meet these criteria, were defined as non-responsive genes to shRunx2. Average peak number was defined as the mean number of peaks per gene in a given group of genes. Peak numbers at day 0, day 9, and combined days 0 and 9, were compared between down- or up-regulated genes versus control. Statistical significance of the differences in peak numbers was determined by non-parametric Mann-Whitney test. Peak distribution patterns were obtained by partitioning all peaks associated with shRunx2 responsive and non-responsive genes at day 9 into genomic location categories. The statistical significance

of differences in distribution patterns between down- or up-regulated genes versus control was determined by Fisher's exact test. Average fold change of peak mean signals for any Runx2 peak at day 9 was defined as: average fold change = (mean signals of Runx2 peak covering a given genomic region at day 9/mean signal of the corresponding genomic region at day 0). Average fold change of peak mean signals were compared pairwise between down- or up-regulated genes versus control in each genomic location category. Non-parametric Mann-Whitney test was used to calculate the statistical significance of these comparisons.

#### **D. PeaksToGenes**

Another independent method based PeaksToGenes

(<https://github.com/peakstogenes/PeaksToGenes>, Dobson J.R., PhD thesis 2013 at UMASS Medical School) was used for unbiased identification of genome-wide patterns between the positions of Runx2 binding events and genes responsive to shRunx2. For each gene in RefSeq mm9 [5], PeaksToGenes defined relative genomic coordinates. Regions flanking genes were defined as ten 1 kb non-overlapping intervals 5' and 3' of the transcription start site and transcription termination site, respectively. Within the gene body of each gene, two types of relative genomic coordinates were defined: 1) ten approximately equal non-overlapping intervals from TSS to TTS, and 2) non-overlapping coordinates derived from the genomic positions of 5'-UTRs, introns, exons, and 3'-UTRs for the primary gene transcript. Therefore, for each gene in RefSeq mm9, 34 relative genomic coordinates were defined. Within each relative genomic coordinate for each gene, PeaksToGenes calculated the read-normalized ratio [7] of Runx2 ChIP-seq reads to Input reads for each day of MC3T3 differentiation. Using the limma TopTable results for the comparison between shRunx2 and Scramble shRNA on day 9, genes significantly responsive to shRunx2 were defined as having an adjusted p-value less than 0.05 and a fold-change greater than or less than 1.5 for upregulated and downregulated genes, respectively. Transcripts in the Mouse Gene 1.0ST Array Rev 4 (Affymetrix), which did not meet these

criteria, were defined as non-responsive to shRunx2. To calculate the probability that the distribution of Runx2 binding is the same in regions near responsive and non-responsive genes, in each relative genomic region defined above a comparison between the distribution of Runx2 binding events for responsive and non-responsive genes was made. Using a non-parametric Wilcoxon rank sum test [8], PeaksToGenes compared the distributions of Runx2 enrichment ratios (IP/input) between upregulated genes and non-responsive as well as between downregulated and non-responsive genes.

## E. EMBER

Correlation analysis of Runx2 binding and Runx2 responsive genes were done by EMBER [9]. Given a set of TF binding regions and relevant expression data collected under a series of conditions, EMBER uses expectation maximization to deduce an expression matrix,  $S_{l,m}$ , and use it to assign regulatory target genes. Each gene  $x_i$  is given a score,

$$S(x_i) = \sum_{l=1}^L \sum_{m=-+}^{++} S_{l,m} \delta_{m,x_i,l}, \quad (1)$$

where  $S_{l,m} = \log(f_{l,m}^{\text{model}} / f_{l,m}^{\text{background}})$  defines the score matrix. The behavior dimensions,  $l$ , are for each comparison that is made using expression data. In our case,  $L = 2$ . The number possible classifications,  $m$ , allowed for each behavior dimension is  $M$ . Following Maienschein-Cline et al. [9], we use  $M = 5$  with  $m = (--, -, 0, +, ++)$ , where  $--$  means that a large down-regulation was observed:  $3s < \mu_1 - \mu_2$ , where  $s = \sigma_1^2 + \sigma_2^2$  is the sum of standard deviations between normalized expression levels of gene  $x_i$ . A small  $(-)$  downregulation is  $s < \mu_1 - \mu_2 \leq 3s$  and so on. Genes are taken as potential regulatory targets of a binding locus if they lie within 100 kb of it, implying many possible regulatory targets for each binding locus.

## References

1. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome.** *Genome Biol* 2009, **10**:R25.
2. Zhang Y, Liu T, Meyer CA, Eeckhoutte J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS: **Model-based analysis of ChIP-Seq (MACS).** *Genome Biol* 2008, **9**:R137.
3. Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS: **MEME SUITE: tools for motif discovery and searching.** *Nucleic Acids Res* 2009, **37**:W202-208.
4. Portales-Casamar E, Thongjuea S, Kwon AT, Arenillas D, Zhao X, Valen E, Yusuf D, Lenhard B, Wasserman WW, Sandelin A: **JASPAR 2010: the greatly expanded open-access database of transcription factor binding profiles.** *Nucleic Acids Res* 2010, **38**:D105-110.
5. Pruitt KD, Tatusova T, Maglott DR: **NCBI reference sequences (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteins.** *Nucleic Acids Res* 2007, **35**:D61-65.
6. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G: **GREAT improves functional interpretation of cis-regulatory regions.** *Nat Biotechnol* 2010, **28**:495-501.
7. Landt SG, Marinov GK, Kundaje A, Kheradpour P, Pauli F, Batzoglou S, Bernstein BE, Bickel P, Brown JB, Cayting P, Chen Y, DeSalvo G, Epstein C, Fisher-Aylor KI, Euskirchen G, Gerstein M, Gertz J, Hartemink AJ, Hoffman MM, Iyer VR, Jung YL, Karmakar S, Kellis M, Kharchenko PV, Li Q, Liu T, Liu XS, Ma L, Milosavljevic A, Myers RM, *et al.*: **ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia.** *Genome Res* 2012, **22**:1813-1831.
8. Wilcoxon F: **Individual comparisons by ranking methods.** *Biometrics Bull* 1945, **1**:80-83.

9. Maienschein-Cline M, Zhou J, White KP, Sciammas R, Dinner AR: **Discovering transcription factor regulatory targets using gene expression and binding data.** *Bioinformatics* 2012, **28**:206-213.

## Supplemental Figure Legends

### Figure S1 Top GO terms assigned by GREAT analysis for clusters 2, 3, 5, and 7 in Figure

**3A.** Assigned terms from each cluster were ranked by the enrichment score ( $-\log_{10}(\text{p value from binomial enrichment test})$ ) and satisfy binomial and hypergeometric FDR  $q\text{-value} \leq 0.05$  and binomial and hypergeometric fold enrichment  $\geq 2$ . Values to the right side of each term are the coverage (number of genes associated with Runx2 peaks / total number of genes) of the corresponding term. Abbreviations: neg., negative; pos., positive; reg., regulation of; morpho., morphogenesis; dev., development; RSKs, Threonine/serine kinases. Detailed information of the genes in each term is available in Additional file 1, Table S5.

### Figure S2 Runx2 binding enriches at *Bsp* locus during the progression of osteogenic

**differentiation.** Gene annotation follows standard gene prediction display conventions used by UCSC genome browser (exons: solid boxes; introns: solid lines; direction of gene transcription: arrows). Positions of Runx2 peaks called by MACS (green bars) and Runx2 consensus motif (TGTGGT) (solid black bar) are also depicted. Input track (light blue) was included for visualizing background noise during peak calling.

### Figure S3 Verification of Runx2 knockdown by shRunx2 in MC3T3 cells. (A) Alkaline

phosphatase staining of cells from Runx2 shRNA (shRunx2) knockdown and scramble shRNA control (Scr). Runx2 shRNA clearly decreased alkaline phosphatase staining. **(B)** Expression of osteogenic marker *Ocn*, *Bsp*, *Akp2*, *Osx*, *Col1a1*, *Runx2* upon Runx2 knockdown (shRunx2), when compared with scramble control (Scr). 5 out of 6 markers showed significant decrease in mRNA level upon Runx2 knockdown (\*:  $p < 0.01$ , \*\*:  $p < 0.05$ , *t*-test). **(C)** Runx2 protein level decreased by 80% upon Runx2 shRNA treatment (shRunx2), in contrast to scramble shRNA control (Scr).

**Figure S4 Additional characteristics of Runx2 binding in shRunx2 responsive genes. (A)**

Average gene length of shRunx2 responsive genes (downregulated (Down) and upregulated (Up)), in contrast non-responsive genes. Downregulated genes are significantly longer ( $p < 0.05$ ) than control and upregulated genes. **(B)** shRunx2 downregulated genes (Down) associate with more Runx2 peaks than upregulated (Up), Non-responsive, and length-matched control genes (Non-responsive Down); whereas shRunx2 upregulated genes associate with less Runx2 peaks than control. **(C)** shRunx2 upregulated genes have significantly less peaks than Non-responsive and length-matched (Non-responsive Up) controls. **(D)** Downregulated genes have more intronic peaks than shRunx2 upregulated genes and Non-responsive control, whereas upregulated genes have less intronic peaks. Responsive genes were differentially expressed at FDR threshold of 0.05 and fold change cutoff of 1.5. Comparisons were performed between shRunx2 responsive genes and gene length-matched sets of randomly selected non-responsive genes: Non-responsive Down genes for downregulated genes, and Non-responsive Up genes for upregulated genes. In (B-D), Runx2 peaks used in the analysis were combined from days 0, 9, and 28 datasets. Asterisks (\*) indicate statistical significance ( $p < 0.05$ ) calculated using Kolmogorov-Smirnov test.

**Figure S5 PeaksToGenes analysis of Runx2 occupancy in Runx2 shRNA responsive genes. (A)**

Profile of Runx2 binding at gene bodies and flanking 10 kb regions in proliferating (day 0) and matrix depositing (day 9) MC3T3-E1 cells. K-means clustering was used to generate five distinct clusters from Runx2 peaks: I: moderate promoter and strong gene body binding; II: strong promoter, moderate gene body and flanking 10 kb binding; III: strong promoter and moderate flanking 10 kb binding; IV: moderate binding over all regions; V: weak binding across all regions. **(B)** Table of distribution of upregulated and downregulated genes ( $\geq 1.5$  fold change,  $FDR \leq 0.05$ ) by shRunx2 in the five clusters (determined in A). Numbers and fraction of genes (in parentheses) in each cluster are shown. Statistical significance was

determined by Fisher's exact test: upregulated versus non-responsive ( $p = 0.2397$ ); downregulated versus non-responsive ( $p < 0.0001$ ); upregulated versus downregulated ( $p = 0.0001$ ).

**Figure S6 EMBER analyses of Runx2 binding in the genes differentially regulated by Runx2 knockdown.** Expression levels of genes differentially regulated by shRunx2 were grouped into five categories: strongly upregulated (++), upregulated (+), not changed (0), downregulated (-), and strongly downregulated (--). The expression patterns were defined by EMBER based on both gene expression levels and Runx2 binding at gene body  $\pm 100$ kb. Expression patterns from 42 groups of Runx2 binding regions associated with differentially expressed genes (7 clusters x 6 genomic location categories) were analyzed, resulting in 42 score matrices. The EMBER score matrices of each expression pattern were depicted as bars of length 3, analogous to sequence motif logos. The heights of bars (Bits) indicate the score determined by EMBER matrices, measuring the amount of gene expression that can be explained by Runx2 binding compared to control (background). Results from EMBER suggested that peaks in cluster 4 (days 9 & 28) and cluster 6 (day 9) located in specific genomic regions (upstream, promoter, exons, and intergenic) associate with gene expression more than peaks located in intronic and TTS regions. Cluster 1: ubiquitous; cluster 2: days 0 & 28; cluster 3: days 0 & 9; cluster 4: days 9 & 28; cluster 5: day 28; cluster 6: day 9; cluster 7: day 0.

**Figure S7 Validation of novel Runx2 target *Tnfrsf19*.** (A) *Tnfrsf19* mRNA expression increases upon differentiation. (B) Runx2 knockdown (shRunx2) significantly decreases (\*:  $p < 0.001$ ) the expression of *Tnfrsf19* in MC3T3-E1 cells. (C) Runx2 binding at *Tnfrsf19* during osteoblastogenesis. Gene annotation follows standard gene prediction display conventions used by UCSC genome browser (exons: solid boxes; introns: solid lines; direction of gene transcription: arrows). Positions of Runx2 peaks called by MACS (green bars) and Runx2

consensus motif (TGTGGT) (solid black bar) are also depicted. Input track (light blue) was included for visualizing background noise during peak calling. All values in the panel (A) and (B) are mean  $\pm$  SEM from three biological replicates of experiments.

**Figure S8 ChIP-qPCR validation of Runx2 peaks identified by MACS. (A)** Runx2 peaks from nine genes (*Runx2*, *Bglap2/Ocn*, *Ibsp/Bsp*, *Ezh2*, *Adamts4*, *Crabp2*, *Stat1*, *Tnfrsf19*, *Smad4*), together with two negative controls (Negative control 1 and *Twist2* promoter) were amplified by ChIP-qPCR with Runx2 or control IgG antibody from day 9 differentiated MC3T3-E1 cells. For each ChIP-qPCR reaction, 0.2 ng DNA from Runx2 or IgG ChIP were used. The values represented in the histograms are mean fold enrichment in Runx2 ChIP samples over IgG ChIP samples from 3 biological replicates, and error bars are S.E.M. Statistical significance of the differences in fold enrichment was determined by *t*-test. \*:  $p < 0.01$ ; \*\*:  $p < 0.05$ . The PCR-amplified genomic locations reside in the blue boxes of Runx2 occupancy tracks in each panel, and the green bars demarcate the peaks called by MACS. The detailed information of the primers is included in Additional File 15 Table S1.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 5: Figure S1 — GO term analysis from GREAT for clusters 1 to 3 and 5 to 7 in Figure 3A. This is related to Figure 3.

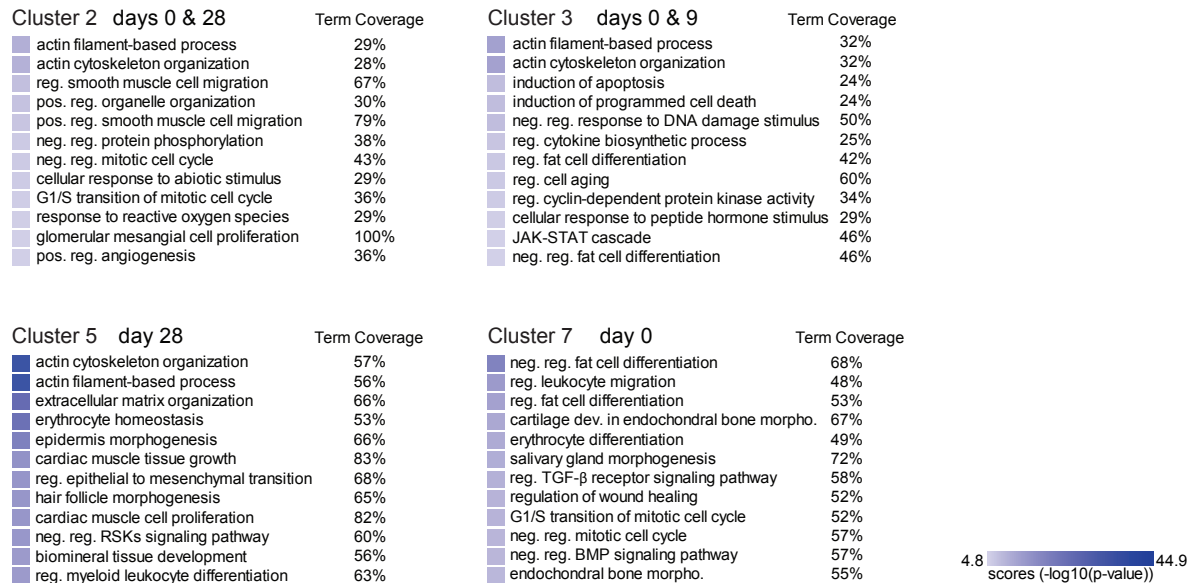

**Figure S1. Top GO terms assigned by GREAT analysis for clusters 2, 3, 5, and 7 in Figure 3A.** Assigned terms from each cluster were ranked by the enrichment score ( $-\log_{10}(\text{p value from binomial enrichment test})$ ) and satisfy binomial and hypergeometric FDR  $q\text{-value} \leq 0.05$  and binomial and hypergeometric fold enrichment  $\geq 2$ . Values to the right side of each term are the coverage (number of genes associated with Runx2 peaks / total number of genes) of the corresponding term. Abbreviations: neg., negative; pos., positive; reg., regulation of; morpho., morphogenesis; dev., development; RSKs, Threonine/serine kinases. Detailed information of the genes in each term is available in Additional file 4, Table S5.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 6: Figure S8 — Validation of Runx2 peaks by ChIP-PCR. This figure is related to Figures 4, 5 and 6.

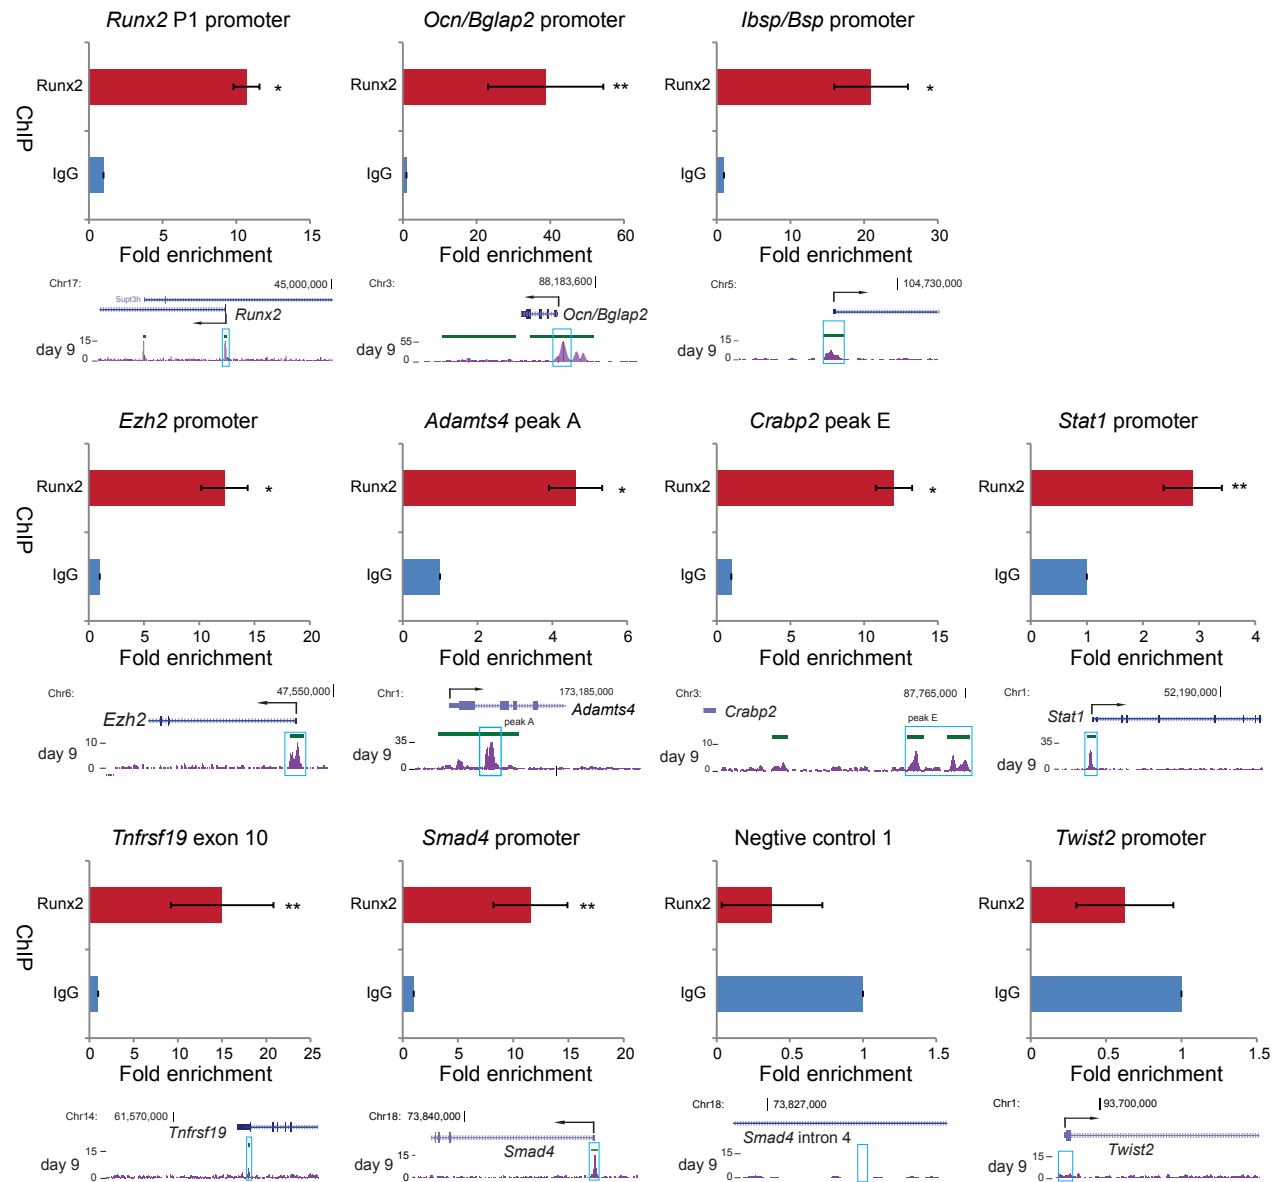

**Figure S8 ChIP-qPCR validation of Runx2 peaks identified by MACS.** Runx2 peaks from nine genes (*Runx2*, *Bglap2/Ocn*, *Ibsp/Bsp*, *Ezh2*, *Adamts4*, *Crabp2*, *Stat1*, *Tnfrsf19*, *Smad4*), together with two negative controls (Negative control 1 and *Twist2* promoter) were amplified by ChIP-PCR with Runx2 or control IgG antibody from day 9 differentiated MC3T3-E1 cells. For each ChIP-qPCR reaction, 0.2 ng DNA from Runx2 or IgG ChIP were used. The values represented in the histograms are mean fold enrichment in Runx2 ChIP samples over IgG ChIP samples from 3 biological replicates, and error bars are S.E.M. Statistical significance of the differences in fold enrichment was determined by t-test. \*:  $p < 0.01$ ; \*\*:  $p < 0.05$ . The PCR-amplified genomic locations reside in the blue boxes of Runx2 occupancy tracks in each panel and the green bars demarcate the peaks called by MACS. The detailed information of the primers is included in Additional File 15 Table S1.

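The amplicons of Table S1 allow a comparison with the peak lists, since the table lists their mm9 positions and the MACS p-value of the peak at each time point. Both sources give the authors' MACS results. A match therefore shows only that the lists and the table correspond, and is not separate evidence of binding. Of the 11 amplicons, 6 overlapped a peak at day 0, 9 at day 9 and 9 at day 28. In the 24 cases with a peak, the score in the list and the value computed from the p-value in the paper's table differed by at most 0.06. The 9 cases without a peak all had a p-value above 1e-10, or none, in the table. The amplicon labelled negative control (chromosome 18 from 73827910 to 73827979) and the *Twist2* promoter amplicon (chromosome 1 from 93698503 to 93698572) overlapped no peak at any time point. Both primers matched the ends of the stated interval for 7 of the 11 amplicons, but not for the negative control or *Twist2*. The *Smad4* promoter amplicon (chromosome 18 from 73863416 to 73863487) lay in a peak with a score of 741 at day 0 and 3100 at days 9 and 28. Accepting a peak within 500 bp of the amplicon left the number of amplicons with a peak as it was at each time point.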

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 7: Figure S2 — Runx2 peaks associated with Bsp gene during differentiation. This figure is related to Figure 4.

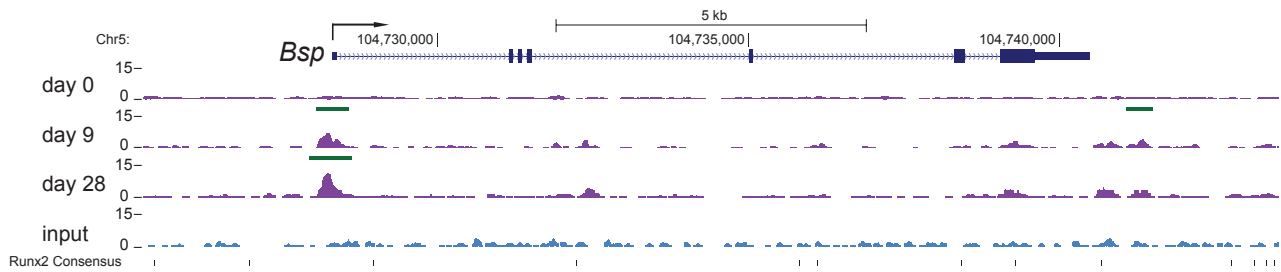

**Figure S2. Runx2 binding enriches at *Bsp* locus during the progression of osteogenic differentiation.**

Gene annotation follows standard gene prediction display conventions used by UCSC genome browser (exons: solid boxes; introns: solid lines; direction of gene transcription: arrows). Positions of Runx2 peaks called by MACS (green bars) and Runx2 consensus motif (TGTGGT) (vertical black lines) are also depicted. Input track (light blue) was included for visualizing background noise during peak calling.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 9: Figure S3 — Validation of Runx2 knockdown in MC3T3 cells. This figure is related to Figure 5.

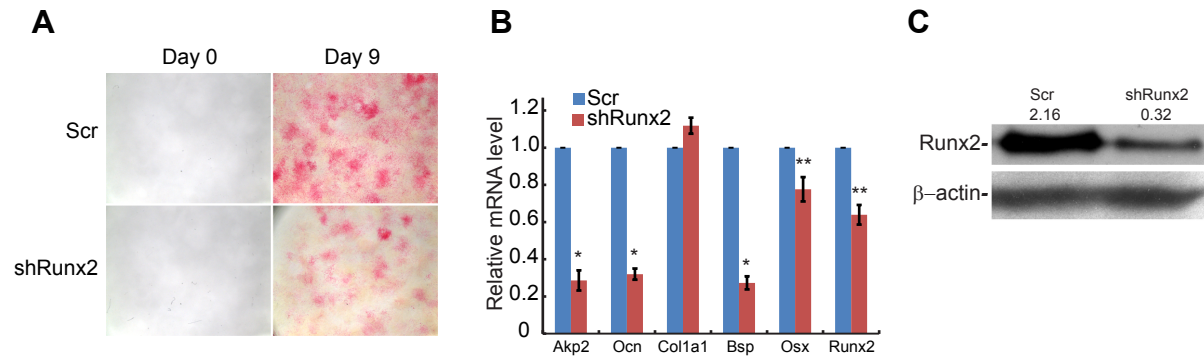

**Figure S3. Verification of Runx2 knockdown by shRunx2 in MC3T3 cells.** (A) Alkaline phosphatase staining of cells from Runx2 shRNA (shRunx2) knockdown and scramble shRNA control (Scr). Runx2 shRNA clearly decreased alkaline phosphatase staining. (B) Expression of osteogenic marker *Ocn*, *Bsp*, *Akp2*, *Osx*, *Col1a1*, *Runx2* upon Runx2 knockdown (shRunx2), when compared with scramble control (Scr). 5 out of 6 markers showed significant decrease in mRNA level upon Runx2 knockdown (\*:  $p < 0.01$ , \*\*:  $p < 0.05$ , t-test). (C) Runx2 protein level decreased by 80% upon Runx2 shRNA treatment (shRunx2), in contrast to scramble shRNA control (Scr).

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 10: Figure S4 — Additional characteristics of Runx2 binding in shRunx2 responsive genes. This figure is related to Figure 5.

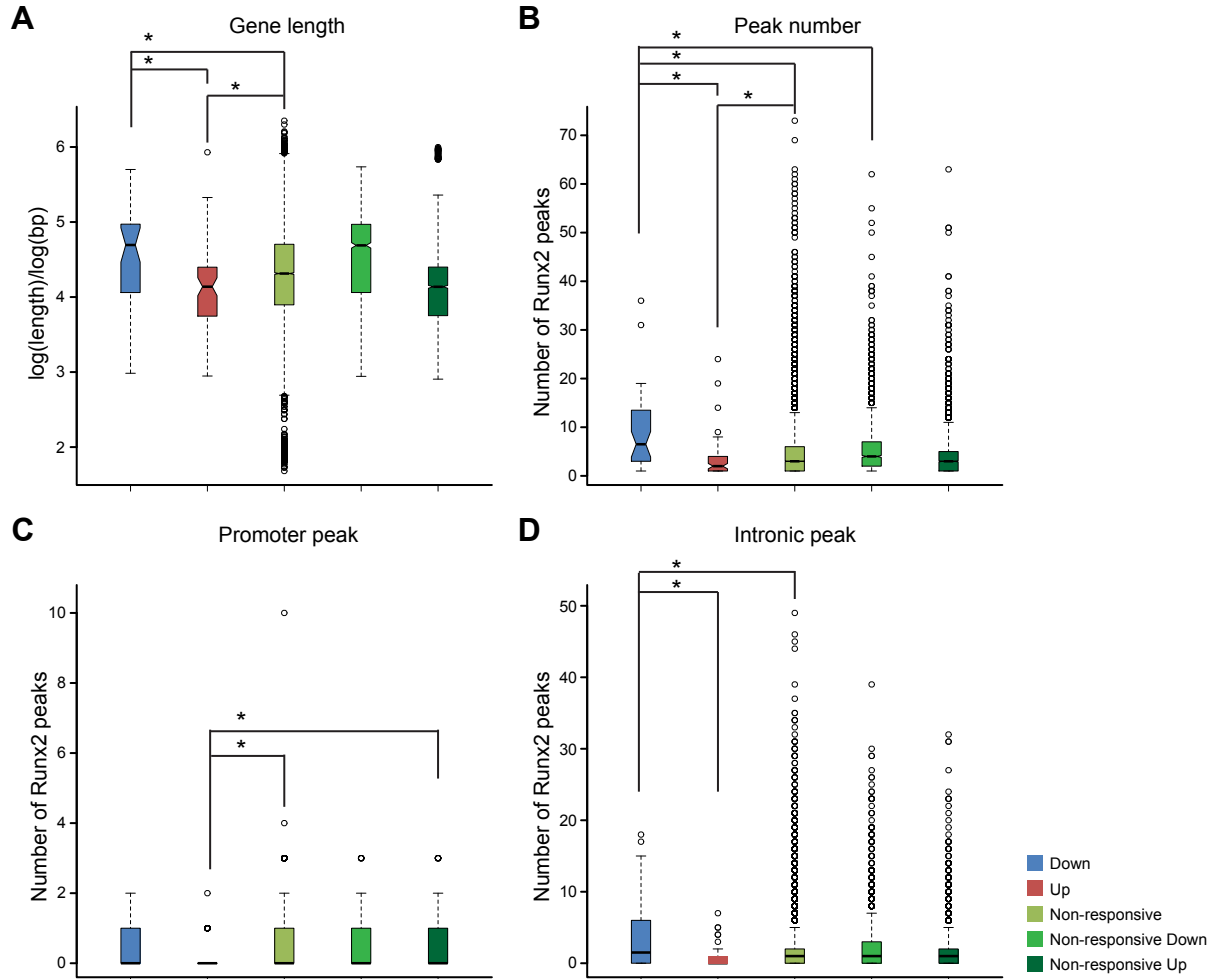

**Figure S4. Additional characteristics of Runx2 binding in shRunx2 responsive genes.** (A) Average gene length of shRunx2 responsive genes (downregulated (Down) and upregulated (Up)), in contrast to non-responsive genes. Downregulated genes are significantly longer ( $p < 0.05$ ) than control and upregulated genes. (B) shRunx2 downregulated genes (Down) associate with more Runx2 peaks than upregulated (Up), Non-responsive, and length-matched control genes (Non-responsive Down); whereas shRunx2 upregulated genes associate with less Runx2 peaks than control. (C) shRunx2 upregulated genes have significantly less peaks than Non-responsive and length-matched (Non-responsive Up) controls. (D) Downregulated genes have more intronic peaks than shRunx2 upregulated genes and Non-responsive control, whereas upregulated genes have less intronic peaks. Responsive genes were differentially expressed at FDR threshold of 0.05 and fold change cutoff of 1.5. Comparisons were performed between shRunx2 responsive genes and gene length-matched sets of randomly selected non-responsive genes: Non-responsive Down genes for downregulated genes, and Non-responsive Up genes for upregulated genes. In (B-D), Runx2 peaks used in the analysis were combined from days 0, 9, and 28 datasets. Asterisks (\*) indicate statistical significance ( $p < 0.05$ ) calculated using Kolmogorov-Smirnov test.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 11: Figure S5 — PeaksToGenes analysis of Runx2 occupancy in Runx2 shRNA-responsive genes. This figure is related to Figure 5E.

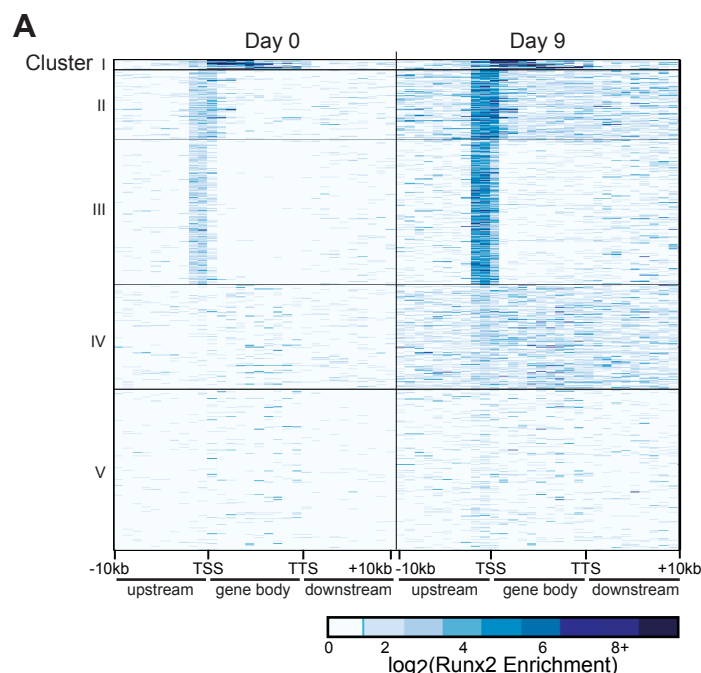

**B**

| Number of peaks in different clusters                     |         |                      |                   |                     |
|-----------------------------------------------------------|---------|----------------------|-------------------|---------------------|
| Runx2 binding intensities                                 | Cluster | non-responsive Genes | Upregulated Genes | Downregulated Genes |
| moderate promoter, strong genebody                        | I       | 350 (1.8%)           | 2 (1.7%)          | 3 (6.8%)            |
| strong promoter, and moderate genebody and flanking 10 kb | II      | 3214 (16.1%)         | 5 (4.3%)          | 6 (13.6%)           |
| strong promoter and moderate flanking 10 kb binding       | III     | 6195 (31.0%)         | 9 (7.8%)          | 13 (29.5%)          |
| moderate Runx2 binding over all regions                   | IV      | 4038 (20.2%)         | 23 (20.0%)        | 9 (20.5%)           |
| weak Runx2 binding across all regions                     | V       | 6168 (30.9%)         | 76 (66.1%)        | 13 (29.5%)          |
|                                                           | Tota    | 19965                | 115               | 44                  |

**Figure S5. PeaksToGenes analysis of Runx2 occupancy in Runx2 shRNA responsive genes. (A)** Profile of Runx2 binding at gene bodies and flanking 10 kb regions in proliferating (day 0) and matrix depositing (day 9) MC3T3-E1 cells. K-means clustering was used to generate five distinct clusters from Runx2 peaks: I: moderate promoter and strong gene body binding; II: strong promoter, moderate gene body and flanking 10 kb binding; III: strong promoter and moderate flanking 10 kb binding; IV: moderate binding over all regions; V: weak binding across all regions. **(B)** Table of distribution of upregulated and downregulated genes ( $\geq 1.5$  fold change,  $FDR \leq 0.05$ ) by shRunx2 in the five clusters (determined in A). Numbers and fraction of genes (in parentheses) in each cluster are shown. Statistical significance was determined by Fisher's exact test: upregulated versus non-responsive ( $p = 0.2397$ ); downregulated versus non-responsive ( $p < 0.0001$ ); upregulated versus downregulated ( $p = 0.0001$ ).

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 12: Figure S6 — EMBER analyses of Runx2 binding in the genes differentially regulated by Runx2 knockdown. This figure is related to Figure 5.

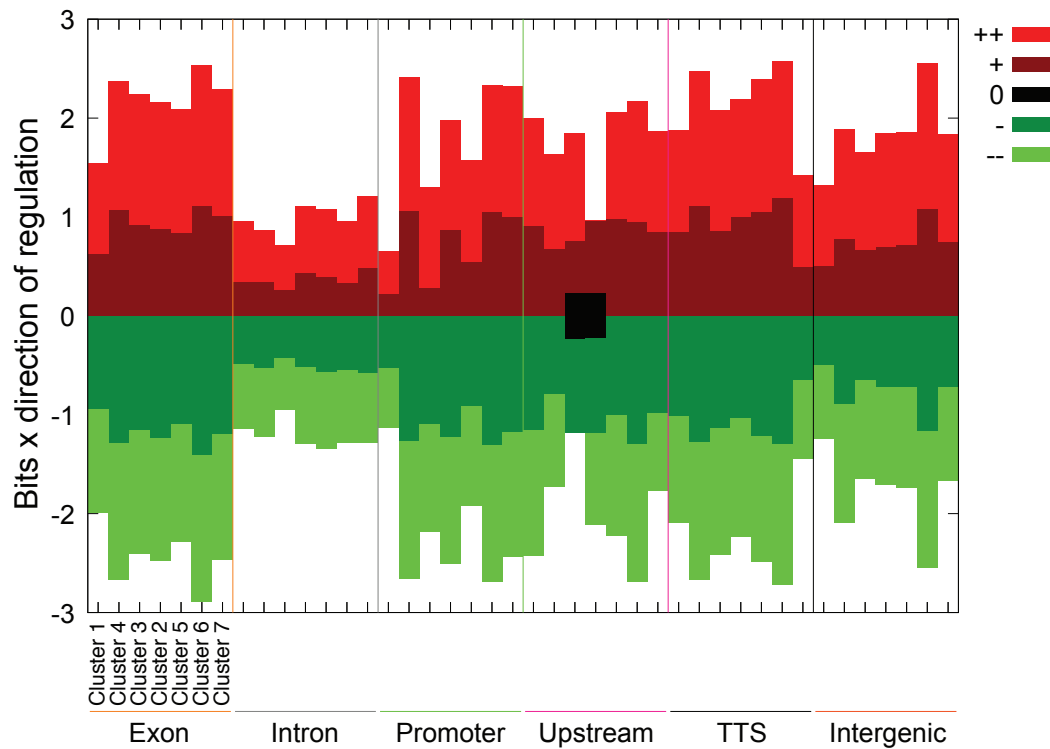

**Figure S6. EMBER analyses of Runx2 binding in the genes differentially regulated by Runx2 knockdown.** Expression levels of genes differentially regulated by shRunx2 were grouped into five categories: strongly upregulated (++), upregulated (+), not changed (0), downregulated (-), and strongly downregulated (--). The expression patterns were defined by EMBER based on both gene expression levels and Runx2 binding in the gene body  $\pm 100$ kb. Expression patterns from 42 groups of Runx2 binding regions associated with differentially expressed genes (7 clusters x 6 genomic location categories) were analyzed, resulting in 42 score matrices. The EMBER score matrices of each expression pattern were depicted as bars of length 3, analogous to sequence motif logos. The heights of bars (Bits) indicate the score determined by EMBER matrices, measuring the amount of gene expression that can be explained by Runx2 binding compared to control (background). Results from EMBER suggested that peaks in cluster 4 (days 9 & 28) and cluster 6 (day 9) located in specific genomic regions (exons, promoter, upstream, TTS regions, and intergenic regions) associate with gene expression more than the peaks located in intronic regions. Cluster 1: ubiquitous; cluster 2: days 0 & 28; cluster 3: days 0 & 9; cluster 4: days 9 & 28; cluster 5: day 28; cluster 6: day 9; cluster 7: day 0.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 13: Figure S7 — Validation of novel Runx2 target Tnfrsf19. This figure is related to Figure 6.

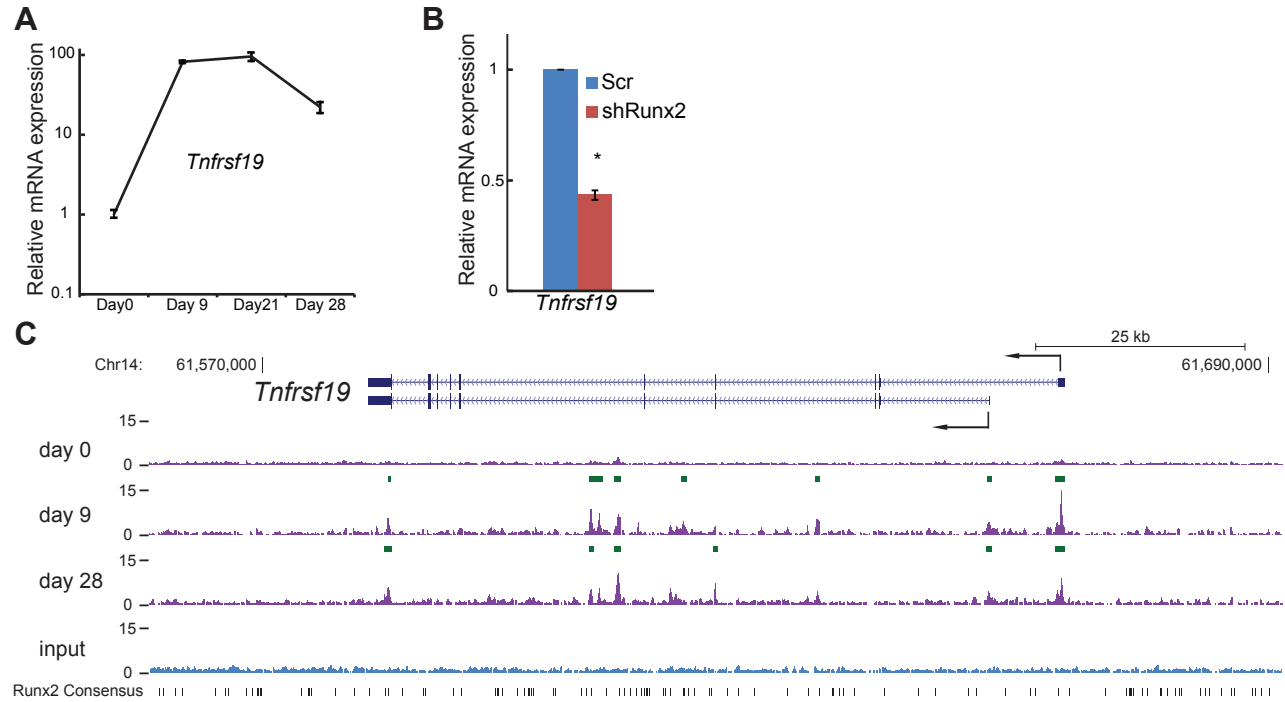

**Figure S7. Validation of novel Runx2 target *Tnfrsf19*.** (A) *Tnfrsf19* mRNA expression increases upon differentiation. (B) Runx2 knockdown (shRunx2) significantly decreases (\*:  $p < 0.001$ ) the expression of *Tnfrsf19* in MC3T3-E1 cells. (C) Runx2 binding at *Tnfrsf19* during osteoblastogenesis. Gene annotation follows standard gene prediction display conventions used by UCSC genome browser (exons: solid boxes; introns: solid lines; direction of gene transcription: arrows). Positions of Runx2 peaks called by MACS (green bars) and Runx2 consensus motif (TGTGGT) (solid black bar) are also depicted. Input track (light blue) was included for visualizing background noise during peak calling. All values in the panel (A) and (B) are mean  $\pm$  SEM from three biological replicates of experiments.

# Supplementary material for: Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis
**Source:** Genome Biol. 2014 Mar 21;15(3):R52. doi: 10.1186/gb-2014-15-3-r52
**Supplement:** Additional file 16: Table S2 — Cloning primers. This table contains the primers used for plasmid construction.

**Table S2 Cloning primers**

| Target gene /<br>peak region | Forward primer                 | Reverse primer                    | Size<br>(bp) |
|------------------------------|--------------------------------|-----------------------------------|--------------|
| Adamts4 / Peak A             | AACACGCGTCCCTACTGACCCCTATTCAC  | GTCTCGAGTAGGGCTGGGAAGGAAGATA      | 1837         |
| Adamts4 / Peak B             | AACACGCGTGGGTTTATTCAGCTTGCACT  | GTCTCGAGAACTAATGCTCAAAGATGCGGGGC  | 1540         |
| Crabp2 / Peak C              | AACACGCGTTGTATACTGAATGCATGCCT  | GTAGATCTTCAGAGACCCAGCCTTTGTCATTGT | 1114         |
| Crabp2 / Peak D              | AACACGCGTACCACCACCCAAAACAACTC  | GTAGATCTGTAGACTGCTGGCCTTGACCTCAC  | 1103         |
| Crabp2 / Peak E              | AACACGCGTCTTTTTCTTATTCTTTGGAAC | GTAGATCTAACAAGAGGGAGAGGAAGAG      | 2192         |

How the deposited data were processed for this re-analysis (not part of the article)

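Runx2 binding was measured by ChIP-Seq in MC3T3-E1 cells at day 0, day 9 and day 28 of osteoblast differentiation, with 2 libraries per time point and 2 libraries of day 9 input DNA. The authors mapped the reads to mm9 with Bowtie (version 0.12.8), pooled the libraries of each time point, called peaks with MACS (version 1.4.1) at default settings, retained peaks that passed a p-value of 1e-10, and deposited 1 peak list per time point. The score in the deposited lists is the authors' MACS value, 10 times the negative log10 of the p-value, and was used here only to describe, rank or filter peaks within a list. The depth of the libraries is known from the raw reads in the paper's Table S3 alone, since the lists hold no read counts. Read signal tracks and the input libraries were not analysed here.

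All chromosome names and peak ends lay within NCBIM37. Peaks of the 3 lists that shared at least 1 bp were merged into regions and grouped by time point, and each list was placed at random 100 times within its own chromosomes to describe chance overlap. Genomic locations were taken from protein-coding transcripts of GENCODE version M1 (Ensembl 65), and 5 random samples of 100 bp positions gave the background. The core motif TGTGGT was searched in the NCBIM37 sequence around the peak centres. Genes responsive to shRunx2 were read from Table S7 and matched by symbol, or by synonym for 1 downregulated gene. Their numbers of peaks and the locations of their peaks were compared with those of other genes by two-sided permutation tests of 100000 resamples, with Benjamini-Hochberg adjustment over 6 and 8 comparisons and a threshold of 0.05 for the adjusted p. Genes lying close together share peaks, so they are not fully independent. No test was made between time points, because each has a single pooled list. Shares carry exact binomial (Clopper-Pearson) 95% intervals, and medians carry distribution-free 95% intervals.

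The genes and regions named are those with a locus shown in the paper, the amplicons of Table S1, the cloned regions of Table S2, and the highest-scoring region of each cluster, together with the neighbouring gene that the annotation gives at a peak. This rule and most alternatives were set before the data were examined. The highest-scoring region is given for clusters 5 to 7 alone, since clusters 1 to 4 combine scores of different lists, which are not comparable. The values of 1 amplicon and of 1 neighbouring gene are not reported here. Alternatives covered the p-value threshold, the definition of overlap, an equal number of top-scoring peaks per list, the way a peak is given to a location or a gene, the fold change of responsive genes, gene length and the motif. Those chosen after seeing the data were the order with promoters before exons and introns, the sets of all transcripts and of CCDS transcripts of GENCODE M1, and, for the locations of peaks of responsive genes, a fold change of 1.3, the regions of all time points and a length-matched control, and, for peaks per gene, the sum of the peaks of days 0 and 9.

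Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The procedures were tested on simulated data. All 7 cluster sizes were recovered, 100% of planted motifs were found, 12 of 12 positions were given their category, and 95.7% of the 95% intervals held the true share. Of simulated gene sets with no difference, 4.5% had a p under 0.05, against 67% of sets with a 2.5 times higher rate of peaks. Sets of long genes had a p under 0.05 in 100% of cases against all other genes and in 5.5% against length-matched genes.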

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

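All tests in this part were set before their results were seen. The peaks in the deposited lists carry running numbers, and many numbers are absent. The highest number is 39494 at day 0, 117897 at day 9 and 63766 at day 28, and 14037, 57301 and 23436 numbers, respectively, are not in the lists. The lists hold 64.5%, 51.4% and 63.2% of the numbers.

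The paper's methods state that peaks were called with default settings and then retained at a p-value of 1e-10. If the numbers were given at calling, absent numbers stand for called peaks that were not retained, and stretches between day 0 peaks that hold a day 9 peak should miss more numbers than stretches of like length without one. They missed 0.849 numbers per stretch against 0.464, a ratio of 1.83, and the ratio for day 28 was 2.40. These values are consistent with numbers given before that filter. The numbers give no position within a stretch, so an absent number cannot be assigned to a site. As an example, the *Twist2* promoter amplicon has a negative log10 p-value times 10 of 95.1 at day 0 in the paper's Table S1, just under the threshold, and 3 numbers are missing in the stretch of 79979 bp around it.

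The same numbers bear on regions with a peak at day 9 alone. Of the stretches between day 0 peaks that held such a region, 52.1% missed at least 1 number (95% interval 51.2% to 53.1%), against 33.7% of stretches of like length without a day 9 peak. For stretches between day 28 peaks it was 65.7% (64.9% to 66.5%) against 34.3%. Weaker binding under the threshold at day 0 and day 28 may therefore account for part of the regions counted as specific to day 9. Binding that differs between the stages of differentiation remains open and untested, since the lists hold neither the absent peaks nor replicates.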

How the results depend on the processing

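Across all results and alternatives, 199 values were counted as unchanged and 234 without a test as moved, while 12 with a test were no longer past the threshold and 3 changed direction. Unchanged means within 1.5 times the main value for a count, within its 95% interval for a share or median, and in the same direction and on the same side of the threshold for a test, so a count called unchanged can still differ. The cause of these changes was not tested unless stated. No paired analysis was possible because the libraries of each time point were pooled before peaks were called.

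Stricter p-values leave fewer peaks by construction. At 1e-20 there were 16289 peaks at day 0 and 36540 at day 9. At 1e-50 there were 6814, 19829 and 15539 peaks at days 0, 9 and 28, and at 1e-100 there were 2361, 11793 and 8794. The order of the 3 time points held in these settings. The share of day 28 peaks on chromosome 17 was 5.28% at 1e-50.

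Cluster sizes depended on the threshold and on the definition of overlap. At 1e-20 cluster 6 had 11231 regions and cluster 7 had 2240. At 1e-50 clusters 1, 4, 6 and 7 had 5186, 8447, 5352 and 983 regions, and at 1e-100 they had 1708, 6081, 3661 and 369. With an equal number of top-scoring peaks per list, cluster 4 had 5190 regions, cluster 6 had 4476 and cluster 7 had 7584. With the 100 bp around the peak centres, cluster 1 had 10143 regions and cluster 7 had 10362, and with centres within 250 bp cluster 7 had 5926. Of the regions specific to one time point, 1023 in cluster 6 and 161 in cluster 7 had a peak at 1e-50 in their own list.

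Median score percentiles moved while cluster 1 stayed the highest in each list. With centres within 250 bp, cluster 7 was at 32.0 at day 0; clusters 1, 4 and 6 were at 78.3, 60.2 and 29.1 at day 9; and clusters 1, 4 and 5 were at 71.6, 40.8 and 23.1 at day 28. With the score divided by peak width, clusters 1 and 7 were at 56.7 and 29.4 at day 0, cluster 1 at 74.7 at day 9, and clusters 1 and 5 at 70.7 and 21.7 at day 28. With an equal number of peaks per list, clusters 1 and 7 were at 64.5 and 26.8 at day 0, clusters 1, 4 and 6 at 63.1, 46.6 and 21.3 at day 9, and cluster 1 at 67.8 at day 28. Cluster 6 then ranked above cluster 3 at day 9, and below it in the other settings.

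The promoter share at days 0 and 9 was 12.6% and 6.13% at 1e-20, 12.3% and 8.40% at 1e-50, and 29.3% and 15.3% with any overlap. In settings chosen after seeing the data it was 27.6% and 15.2% with promoters before exons and introns, 11.7% and 4.83% with CCDS transcripts, and 10.4% at day 0 with all transcripts. It was higher at day 0 than at day 9 in each of these settings. With promoters first, the exon share of cluster 2 fell below the random share, to 0.505 times it.

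For responsive genes, flanks of 100 kb changed the sign of the day 0 difference of downregulated genes to -0.230 peaks per gene, and their differences at day 9 and over all time points, 0.672 and 1.99, were not past the threshold; nor were those of upregulated genes, -1.96 and -1.26. Against length-matched genes the differences of downregulated genes were 0.3002, 0.831 and 1.36, none past the threshold. With the nearest TSS the differences of upregulated genes were -0.698 at day 9 and -0.569 over all time points, and with a fold change of 1.3 the latter was -0.426, none past the threshold. For the locations of their day 9 peaks, a length-matched control chosen after seeing the data changed the sign of the intron difference of downregulated genes to -5.34 points and left that of upregulated genes, -13.2 points, short of the threshold. With regions of all time points, also chosen after seeing the data, the intergenic difference of upregulated genes was 14.2 points and not past the threshold. With TGYGGT the motif was at 28.5% of day 9 centres, 3.36 times the flanks.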

Differences from the paper's values

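The promoter share of peaks at day 0 was 10.9%, and the paper's value is 17.6%. Of the alternatives set before the data were examined, thresholds of 1e-20 (12.6%) and 1e-50 (12.3%) came within 1.5 times of the paper's value and any overlap (29.3%) did not. At day 9 it was 4.52% against the paper's 8.8%; 1e-20 (6.13%) and 1e-50 (8.40%) closed the gap and any overlap (15.3%) did not. At day 28 it was 6.36% against the paper's 12.9%; 1e-50 (11.1%) closed the gap, and 1e-20 (8.29%) and any overlap (22.1%) did not. Promoters before exons and introns, all transcripts and CCDS transcripts, chosen after seeing the values, closed none of these gaps. The paper's shares are of lists of the same 25457, 60596 and 40330 peaks. A stricter threshold therefore cannot be the source of these gaps. It also moved the exon share at day 9 away from the paper's 12.2%, from 15.8% to 19.3% at 1e-20 and 25.8% at 1e-50.

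For the mean number of peaks per gene over all time points, downregulated genes had 5.51, against the paper's about 9.0 in Fig. 5B, read by eye. Of the alternatives set before the data were examined, the nearest TSS (7.26) closed the gap, and flanks of 100 kb (13.7), a fold change of 1.3 (5.27) and the length-matched control, which leaves this mean as it is, did not. Upregulated genes had 1.81, against the paper's about 3.5 in Fig. 5B, read by eye; the nearest TSS (2.45) and a fold change of 1.3 (2.54) closed the gap, and flanks of 100 kb (10.5) and the length-matched control did not. At day 9 upregulated genes had 1.45, against the paper's about 2.5 in Fig. 5B, read by eye; the nearest TSS (2.01) and a fold change of 1.3 (2.04) closed the gap, and flanks of 100 kb (9.14) and the length-matched control did not. The other genes had 2.98 over all time points, against the paper's about 4.8 in Fig. 5B, read by eye; the nearest TSS (3.02), a fold change of 1.3 (2.96) and flanks of 100 kb (11.7) did not close the gap. The values over all time points count regions merged over the 3 lists, while the paper's methods describe combined peaks of days 0 and 9. With the peaks of these days summed, a setting chosen after seeing the values, downregulated genes had 6.53, upregulated genes 2.43 and other genes 4.06 peaks per gene, each within 1.5 times the paper's value.

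The paper states that promoters varied most among the genomic locations. In percentage points from day 0 to day 9, the intron share rose by 6.54 and the promoter share fell by 6.39; as a ratio of day 9 to day 0, promoters changed most (0.414), and with promoters before exons and introns, an order chosen after seeing the values, promoters also changed most in points (-12.4). The paper states that cluster 6 was the largest. This held in 4 of 8 settings, and not at 1e-20, 1e-50 or 1e-100 or with an equal number of peaks per list. The paper states that promoters and exons were the most enriched locations in all clusters. They were in 4 of 7 clusters, and in 3 of 7 with promoters before exons and introns, an order chosen after seeing the values.

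The paper states that the peaks of downregulated genes tended to be more enriched in introns and intergenic regions. As shares of day 9 peaks, the differences from other genes were 2.55 and 6.86 percentage points. Their adjusted p-values were 0.780 and 0.689 (permutation test). The paper also states that downregulated genes had more peaks than length-matched control genes. The differences were 0.3002 at day 0, 0.831 at day 9 and 1.36 over all time points, with adjusted p-values of 0.299, 0.244 and 0.0937 (permutation test). The paper's comparison combined the peaks of all time points and used a Kolmogorov-Smirnov test. For the like set of peaks here the permutation test gave p = 0.0468 before adjustment. The difference over all time points thus missed the threshold only after adjustment over 6 comparisons. The paper names *Runx2* and *Osx/Sp7* as targets found in cluster 4. Of the regions in their windows, 3 and 2 were in cluster 4, and 7 and 3 in cluster 1.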

Other observations

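The tests of chromosome 17 without the bins richest in day 9-only regions, the 4 tests of the size of cluster 6 and, for the score groups, the tests of day 9 peaks within 1 kb of a TSS and over 600 bp and up to 1 kb wide were chosen only after the result was seen. The paper does not report the patterns on chromosomes, and its Fig. 2D plots motif positions in 3 groups of peaks by score. The replicate libraries are pooled in the peak lists, so no pattern could be checked between replicates, and each explanation is a hypothesis tested on the data in which the pattern was found.

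Chromosome 17 held 4.18% of the peaks at day 0, 6.11% at day 9 and 4.74% at day 28, so its share at day 9 was 1.29 times that at day 28 and 1.46 times that at day 0. A few loci holding the extra peaks are argued against, since without the 10 bins of 1 Mb with the most day 9-only regions the ratio to day 28 was 1.24, and the share was higher at day 9 in 71 of 96 bins. Day 9-only regions of chromosome 17 had TGTGGT at the centre 3.31 times as often as in the flanks, so they are not background calls throughout. The share at the centre was 26.4% (95% interval 24.3% to 28.5%), against 32.8% (32.2% to 33.5%) on other chromosomes, where the ratio was 4.17, which met neither prediction, so a part made of background calls stays open. A chromosome-wide shift, such as a copy-number difference, cannot be told apart from a difference between the stages. Regions shared by days 9 and 28 ranked higher at day 9 by a median of 10.7 percentile points on chromosome 17, the first of 19 autosomes, but the next autosome was at 10.2, and for day 9 against day 0 chromosome 17 was the third, at 21.6.

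Chromosome 2 held 10.1%, 8.35% and 8.47% of the peaks at days 0, 9 and 28, and chromosome 19 held 4.35%, 3.23% and 3.55%. For regions shared by days 0 and 9, the median change of percentile from day 9 to day 0 was -3.65 points on chromosome 19 and -8.07 on chromosome 2, the first and second of 19 autosomes. A chromosome-wide shift of signal over input, such as a copy-number difference, may account for these values. For regions shared by days 9 and 28, the median change from day 28 to day 9 was 2.84 points on chromosome 19 and 5.06 on chromosome 2. These were the smallest of the autosomes, so the same chromosomes stood out without day 0. The values do not show which time point, or whether a single time point, holds such a shift. A difference between the stages remains open and was not tested.

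Promoter peaks had the motif at their centres little more often than in their flanks at day 9 (7.27% against 4.75%). No difference was detectable at this number of peaks at day 0 (4.75% against 4.97%) or at day 28 (5.81% against 5.44%). Base composition is argued against as the whole cause, since at day 9 TGTGGT was 1.67 times as frequent at promoter centres as the mean of the other orderings of its bases, against 3.34 times at intergenic centres. At day 0 these values were 1.17 (95% interval 0.979 to 1.38) and 2.99, and at day 28 they were 1.40 and 3.18. A centre displaced from the bound site in wide peaks is also argued against as the whole cause at day 9. The narrowest of 3 equal groups of promoter peaks had a ratio of centre to flanks of 2.54 (12.8% of centres), and intergenic peaks of the same widths had 4.74 (37.6%). Binding without the core motif at promoters may remain as an explanation, which was not tested.

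With each list divided by score into 3 groups of equal size, the highest-scoring group of day 9 peaks had the motif at 20.1% of centres, against 28.1% in the lowest. Nearness to a TSS as the whole cause is argued against at day 9. Among day 9 peaks within 1 kb of a TSS the highest group still had a lower share, 4.73% (95% interval 4.28% to 5.21%) against 13.4% (11.8% to 15.2%). As a part of the cause, nearness to a TSS stays open. Over 1 kb from a TSS the highest group had the motif at 30.7% and the lowest at 29.5%. A centre displaced from the bound site in wide peaks remains a candidate explanation. Among peaks 400 to 600 bp wide the highest group had 38.5% and the lowest 24.5%, and among those over 600 bp and up to 1 kb wide 18.2% and 12.9%. For peaks over 1 kb wide the shares were 9.21% (8.53% to 9.92%) and 13.1% (9.30% to 17.8%), with overlapping intervals. At day 28 the highest group had 13.4% and the lowest 27.0% over all peaks, 3.94% and 10.4% within 1 kb of a TSS, and 23.7% and 28.7% farther away. Among day 28 peaks 400 to 600 bp wide, 344 were in the highest group. The shares were 36.3% (31.2% to 41.7%) and 31.7% (30.6% to 32.9%), so the highest group was not lower at this width. Among those over 600 bp and up to 1 kb wide they were 21.9% and 20.7%. Peaks over 1 kb wide made up 63.0% of the highest group. Their shares were 7.79% (7.23% to 8.38%) and 11.9% (9.26% to 15.0%), so there the highest group stayed lower. At day 0 the highest group had 15.2% and the lowest 17.3% over all peaks. Within 1 kb of a TSS they had 4.56% (3.90% to 5.29%) and 5.06% (4.16% to 6.09%), with overlapping intervals. Farther away they had 23.1% and 21.3%, so nearness to a TSS is not argued against at day 0. Among day 0 peaks over 600 bp and up to 1 kb wide they had 26.8% and 15.2%. Wide peaks that differ in binding from narrow ones were not tested.

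Cluster 6, with day 9 peaks alone, was the largest. With an equal number of peaks from each list 4476 regions were left in cluster 6, but this setting removes the low-ranked day 9 peaks, so that a smaller cluster 6 follows from it. A day 9 list that reaches further down the ranking therefore cannot be told apart from more binding sites at that stage. Background calls throughout are argued against, since the motif was 4.11 times as frequent at the centres of cluster 6 regions as in their flanks (32.3% against 7.87%). Most centres lacked the motif, and the comparison cannot tell how many of those regions are background calls. A larger number of reads is argued against for the absence of peaks at day 0, since the paper's raw reads at day 9 were 0.430 times those at day 0. They were 1.18 times those at day 28, so read depth and stage cannot be told apart for the absence at day 28, with 1 pooled list per time point. More binding sites at the matrix deposition stage remain open and untested.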
